# Deciphering the molecular logic of WOX5 function in the root stem cell organizer

**DOI:** 10.1038/s44318-024-00302-2

**Published:** 2024-11-18

**Authors:** Ning Zhang, Pamela Bitterli, Peter Oluoch, Marita Hermann, Ernst Aichinger, Edwin P Groot, Thomas Laux

**Keywords:** WOX5, Stem Cells Organizer, Cell-specific Transcriptomic and Epigenetic Profiling, Root, Arabidopsis, Chromatin, Transcription & Genomics, Plant Biology

## Abstract

Plant and animal stem cells receive signals from their surrounding cells to stay undifferentiated. In the Arabidopsis root, the quiescent center (QC) acts as a stem cell organizer, signaling to the neighboring stem cells. WOX5 is a central transcription factor regulating QC function. However, due to the scarcity of QC cells, WOX5 functions in the QC are largely unexplored at a genomic scale. Here, we unveil the transcriptional and epigenetic landscapes of the QC and the role of WOX5 within them. We find that WOX5 functions both as a transcriptional repressor and activator, affecting histone modifications and chromatin accessibility. Our data expand on known WOX5 functions, such as the regulation of differentiation, cell division, and auxin biosynthesis. We also uncover unexpected WOX5-regulated pathways involved in nitrate transport and the regulation of basal expression levels of genes associated with mature root tissues. These data suggest a role for QC cells as reserve stem cells and primed cells for prospective progenitor fates. Taken together, these findings offer insights into the role of WOX5 at the QC and provide a basis for further analyses to advance our understanding of the nature of plant stem cell organizers.

## Synopsis

WOX5 is a homeodomain transcription factor that regulates function of the quiescent center (QC) - the stem cell organizer in the Arabidopsis root. Here, analysis of the WOX5-dependent transcriptional and epigenetic landscapes in the QC uncovers potential novel WOX5 roles, including in nitrate transport and the priming of differentiated gene expression in plant stem cell regulation.

- WOX5 acts both as a transcriptional activator and repressor in the QC.
- WOX5 not only regulates expression of target genes linked to its established roles in stem cell signaling and mitotic repression, but also to some novel functions, such as nitrate transport.
- WOX5 promotes weak expression of genes that are typically expressed in differentiated root cells, suggesting a role in priming the QC transcriptome for root regeneration after injury.

## Abstract (web summary)

Transcriptomic and epigenomic analyses of WOX5’s regulatory landscape in the Arabidopsis quiescent center.

## Introduction

Stem cells in plants and animals are situated in specific environments, named stem cell niches, which provide signals to keep the stem cells undifferentiated. The niche cells in animals are often located at one side of a polar stem cell system, acting as a source of a stem cell-maintaining signal gradient. When stem cell daughter cells leave the proximity of the niche cells, the waning signal strength eventually allows for entry into differentiation. Plant cells are immobile and tightly embedded into a grid of cell walls. Their niche cells are organized in small cell groups, the stem cell organizers, and consist of changing constituent cells in root and shoot meristems (Laux, 2003).

The stem cells that give rise to the different files of cell types in the root are localized around the QC cells (Dolan et al, 1993; Pardal and Heidstra, 2021; Rahni and Birnbaum, 2019): The proximal stem cells give rise to the stele, endodermis, and cortex, the lateral ones to the epidermis and the lateral root cap, and the distal stem cells to the gravity-sensing columella (Dolan et al, 1993). The QC was initially characterized in the 1950s by Clowes as a region of low mitotic activity (Clowes, 1953, 1956). Subsequent research has clarified the role of the QC as a stem cell organizer: laser ablation of the QC cells resulted in the neighboring stem cells ceasing division and initiating differentiation (van den Berg et al, 1997). Recent studies revealed, however, that the QC is dynamic and fulfills additional roles. For example, the *Arabidopsis* QC is mitotically inactive at the young seedling stage but gradually becomes mitotically active over time (Timilsina et al, 2019; Wein et al, 2020), resulting in an open (dividing QC) root meristem structure typical for plant species with larger roots, such as the common sunflower (Clowes, 1981). Second, elegant ablation experiments revealed that the QC can take over stem cell function after injury (Zhou et al, 2019). This has led to the hypothesis that the QC cells can also act as a reservoir to replenish stem cells when necessary.

Unlike the stem cells for all other root cell files, the asymmetric divisions of the CSCs give rise to daughter cells that do not partake in further divisions but undergo direct differentiation into columella cells (CCs) (Dolan et al, 1993). The differentiated CCs accumulate starch grain-containing amyloplasts, the critical organelles of gravity sensing. Because of its simplicity, the *Arabidopsis* columella stem cells niche, consisting of the QC, one layer of CSCs, and several layers of differentiated CCs, has become a model system to study stem cell regulation.

The *WUSCHEL RELATED HOMEOBOX 5* (*WOX5*), which is specifically expressed in the QC cells (Haecker et al, 2004; Sarkar et al, 2007) regulates several important features of the QC. Firstly, WOX5 promotes the mitotic quiescence of the QC by direct transcriptional repression of the D-type *CYCLIN 3;3* (*CYCD3;3*) (Forzani et al, 2014). This activity involves direct interaction with the transcription factors BRASSINOSTEROIDS AT VASCULAR AND ORGANIZING CENTER (BRAVO) and PLETHORA3 (PLT3) (Betegon-Putze et al, 2021; Burkart et al, 2022). Secondly, it maintains the QC cells undifferentiated, in part by directly repressing the differentiation gene *CDF4* (Pi et al, 2015; Sarkar et al, 2007). Thirdly, WOX5 expression in the QC is non-cell-autonomously necessary to maintain the underlying columella stem cells (CSCs) undifferentiated (Sarkar et al, 2007). Finally, WOX5 promotes local biosynthesis of the phytohormone auxin in the QC (Savina et al, 2020; Sharma et al, 2024), which, together with shoot-derived auxin, determines an auxin response maximum that is essential for QC function (Gälweiler et al, 1998; Grieneisen et al, 2007). On the other side, WOX5 expression is also positively regulated by auxin, suggesting a feed-forward loop between WOX5 and auxin in QC cells (Ding and Friml, 2010; Gonzali et al, 2005; Sarkar et al, 2007). The current view is, therefore, that auxin and WOX5 provide coordinated and parallel inputs into QC function (Bennett et al, 2014; Sharma et al, 2024). Furthermore, auxin biosynthesis in the QC affects the position of the transition border where meristem cells rapidly elongate, suggesting a long-range signal from the QC that acts over more than ten cells (Moubayidin et al, 2013). In addition to these WOX5-regulated features, the expression of several QC-specific enhancer trap lines is either completely abolished or deregulated in the *wox5-1* mutant (Sarkar et al, 2007). However, no gene functions have yet been associated with these enhancer trap lines. A recent study of the *Arabidopsis* root stem cell niche revealed stem cell-specific gene networks (Clark et al, 2019), providing a resource for future studies. Complementary to the termination of CSCs in the loss-of-function mutant, ectopic expression of WOX5 is sufficient to reprogram differentiated columella cells into CSC-like cells (Pi et al, 2015; Sarkar et al, 2007), providing an experimental tool for molecular studies requiring larger amounts of cells.

The WOX5 protein sequence contains two conserved elements, the WUS box (WB) and an ethylene-responsive element binding factor-associated amphiphilic repression (EAR) domain, both essential for interaction with TOPLESS (TPL)/TOPLESS RELATED (TRP) co-repressors (Daum et al, 2014; Hiratsu et al, 2003; Ikeda et al, 2009; Kieffer et al, 2006; Pi et al, 2015). To down-regulate the expression of the differentiation factor *CYCLIC DOF FACTOR 4* (*CDF4*) in the QC, WOX5 recruits the TPL/TPR/HISTONE DEACETYLASE 19 (HDA19) complex to the *CDF4* promoter, reducing the H3K9ac and H3K14ac marks that are associated with transcriptionally active chromatin. The WOX5-mediated decreased *CDF4* transcript levels in the QC and the CSCs generate opposing WOX5/CDF4 gradients to balance stem cell maintenance and differentiation (Pi et al, 2015). However, *CDF4* expression in the QC from the *WOX5* promoter causes less starch accumulation at the CSC position than observed in the *wox5-1* mutant, suggesting that while WOX5-mediated repression of *CDF4* is essential to maintain the CSC undifferentiated, additional pathways regulated by WOX5 must exist (Berckmans et al, 2020; Pi et al, 2015).

Despite its multiple functions, the nature of the QC as a stem cell organizer and how WOX5 controls the functions are still largely unknown. This is partly due to the limited quantity of QC cells in a root, which has posed a challenge to analyzing QC cells at the molecular level. Through nuclei sorting, we provide a comprehensive picture of the transcriptional and epigenetic architecture of QC cells and the role of WOX5 therein. Our data confirm and expand the roles of WOX5 in repressing differentiation and cell division and promoting auxin biosynthesis in the QC. In addition, we provide evidence for WOX5 function in regulating unexpected pathways, suggesting, for example, that WOX5 might be involved in priming the QC towards root cell fates.

## Results

### Nuclear transcriptomes reveal QC- and CC-specific programs

To gain insight into the molecular nature of the QC cells, we initially sought to purify QC protoplasts by Fluorescent-Activated Cell Sorting (FACS). However, our initial experiments did not yield robust results, possibly due to inevitable cellular stress during the required enzymatic cell wall degradation of the deeply embedded QC cells and/or the previously observed ectopic activation of WOX5 expression during this procedure (Birnbaum et al, 2003; Denyer et al, 2019). Since the nuclear transcriptome is plausibly a more direct readout of WOX5 activity, we, therefore, focused on Fluorescent-Activated Nuclei Sorting (FANS, Fig. 1A) (Slane et al, 2014) from QC cells, marked by *pWOX5:H2B-tdTomato*, and CCs as a reference, marked by *PET111::H2B-tdTomato*, in 5-day-old wild-type seedlings (Fig. 1B,C; Dataset EV1). All obtained low-input genomic transcriptome, histone modification, and chromatin accessibility data were of good quality (Fig. 1D–G; Appendix Fig. S1), confirming the suitability of this approach.

**Figure 1:**
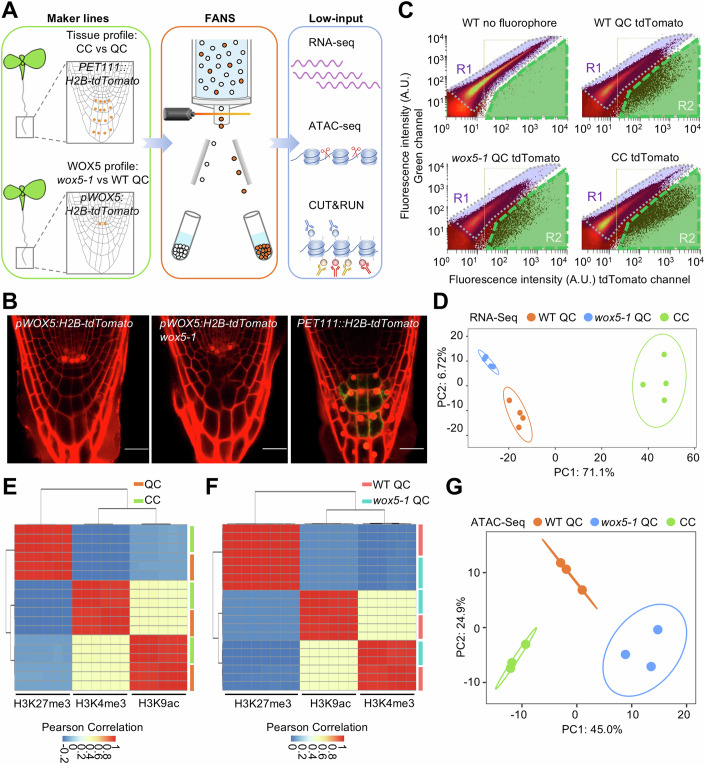
Low-input analysis through FANS. (**A**) Schematic representation of the experimental design. Nuclei of wild-type QC cells and CCs and *wox5-1* QC cells were collected by FANS to perform genome-wide low-input RNA-Seq, ATAC-Seq, and histone CUT&RUN analysis. (**B**) QC and CC-specific marker lines used for FANS. Bars = 20 µm. (**C**) FANS plot derived from the indicated genotypes. The nuclei were sorted by the strength of the tdTomato signal in the R2 region (green). Wild-type plants without fluorophore were used to set the R1 region (purple) as a negative control. The *y* axis indicates the autofluorescence intensity, and the *x* axis indicates the tdTomato fluorescence intensity. (**D**) PCA of the indicated FANS RNA-Seq data. Each dot represents one biological replicate. The first two dimensions with the largest effects are shown. (**E**, **F**) Heatmap showing the Pearson correlation of the biological replicates of the indicated histone modification CUT&RUN experiments for CC and QC nuclei (**E**), and *wox5-1* QC and wild-type QC nuclei (**F**). (**G**) PCA of the indicated ATAC-Seq data. Each dot represents one biological replicate. The first two dimensions with the largest contributions are shown. Source data are available online for this figure.

We identified 1709 differentially expressed genes (DEGs) expressed at a higher level in the QC nuclei (hereafter: QC-up DEGs) than in the CC nuclei. On the other hand, 2168 genes were expressed at higher levels in the CCs (hereafter: CC-up DEGs) than in QC (*P*adj <0.05, FC ± 1.5) (Fig. 2A; Dataset EV2). We confirmed the differential expression for 16 out of 20 randomly selected genes by RT-qPCR from independently sorted nuclei (Table EV1). Furthermore, we found that the transcript levels of most published QC-specifically expressed genes were between 2 and 43.5 times higher in our QC than in CC data (Fig. EV1A; Table EV2). Also, the levels of several published CC-enriched transcripts were between 2.7 and 26.4 times higher in our CC compared to the QC data (Fig. EV1A; Table EV2). Thus, we conclude that the obtained data faithfully represent the nuclear QC and CC transcriptomes.

**Figure 2:**
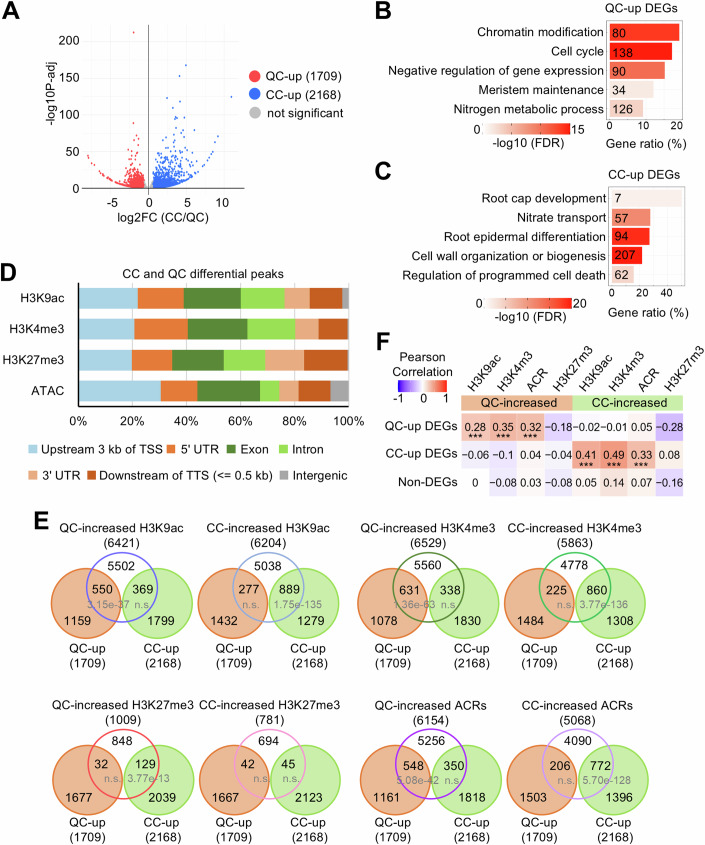
Expression of CC and QC DEGs is associated with dHMs and dACRs in CC and QC cells. (**A**) Volcano plot of the DEGs between CC and QC from four biological replicates (FC ± 1.5, *P*adj <0.05). *P*adj: Benjamini–Hochberg adjusted *P* value. (**B**, **C**) GO analysis of QC-up DEGs (**B**) and CC-up DEGs (**C**). *X* axis shows the proportion of genes per GO term (Gene ratio). The color gradient indicates –log10 (FDR) by Fisher exact test and Yekutieli correction (FDR < 0.05). The number of genes in each term is shown. (**D**) Genomic distributions of dHMs and dACRs over the indicated regions. (**E**) Venn diagrams of QC-up/CC-up DEGs, dHM- and dACR-assigned genes, respectively. *P* values indicate statistical significance by hypergeometric tests. QC-up, QC-up DEGs. CC-up, CC-up DEGs. (**F**) Pearson correlation of QC-up, CC-up and non-DEGs (not differentially expressed between CC and QC), dHMs (CC/QC), and dACRs (CC/QC). The colors and numbers represent the Pearson correlation coefficients. Correlation *P* values between QC-up DEGs and QC-increased H3K9ac, H3K4me3, and ACR are 1.15e-11, 3.72e-20, and 3.39e-14, respectively. Correlation *P* values between CC-up DEGs and CC-increased H3K9ac, H3K4me3, and ACR are 9.19e-37, 1.72e-52, and 1.33e-20, respectively. Source data are available online for this figure.

**Figure EV1:**

Comparing FACS and FANS data of CC and QC. (**A**) Heatmap of the expression values of published QC- and CC-associated genes in the QC-up and CC-up FANS transcriptome data. Four biological replicates are compared. The hierarchical clustering of the samples is based on Euclidean distance. (**B**) PCA of published FACS transcriptomes of QC and CCs (Li et al, 2016). Each dot represents one biological replicate. The first two components with the largest contributions are shown. Replicate PET111_3 was considered an outlier and removed for further analysis. (**C**) Pairwise correlation of QC and CC transcriptomes from this study (FANS) and from published sorted protoplast data (FACS, Li et al, 2016). The red line represents a linear regression. Spearman’s rank correlation coefficients (*ρ*) and *P* values are shown. Correlation *P* value between FACS QC and FANS QC is < 2.2e-16. Correlation *P* value between FACS CC and FANS CC is < 2.2e-16. (**D**) Venn diagrams of FANS DEGs (CC/QC) from this study and FACS DEGs (CC/QC) from (Li et al, 2016). The *P* values indicate the statistical significances of the overlaps by hypergeometric tests. (**E**) GO analysis of shared and non-shared DEGs from FANS (this study) and FACS (Li et al, 2016) transcriptomes as shown in (**C**). The color gradient indicates –log10 (FDR) by Fisher exact test and Yekutieli correction (FDR < 0.05).

To gain insight into to which extent nuclear transcripts can predict cellular transcriptomes of QC and CCs, we compared our nuclear transcriptome data to published transcriptomes obtained after fluorescent-activated sorting of protoplasts (Li et al, 2016). To this end, we defined DEGs from the protoplast data by the same criteria as our FANS-derived data (*P*adj < 0.05, FC ± 1.5). Initially, we observed a poor overlap between the two data sets. However, after removing one outlier replicate of the protoplast data (Fig. EV1B), the two data sets showed a high Spearman correlation (Fig. EV1C) and an overlap of 46.87% (801/1709) for the QC-up and 53.41% (1158/2168) for the CC-up (Fig. EV1D). The shared DEGs include the overrepresented gene ontology (GO) terms “cell cycle” and “meristem maintenance” in the QC-up and “cell wall biogenesis” and “root cap development” in the CC-up genes (Fig. EV1E), representing known functions of QC and CCs. On the other hand, the DEGs identified from protoplasts but not in our FANS data were enriched for GO categories related to stress and mechanical stimulus, possibly reflecting cellular stress during protoplast isolation (Fig. EV1E).

We next asked whether our data share similarities with publicly available transcriptomes of cell types outside the columella stem cell niche. We found that our QC-up nuclear DEGs are generally associated with published transcriptomes from immature cell types (Li et al, 2016; Shi et al, 2021; Yadav et al, 2014), such as the root meristematic zone or the L2 and L3 layers, and abaxial and adaxial organ boundaries of the shoot meristem (Fig. EV2A–C). Conversely, CC-up nuclear DEGs overlapped with published transcriptomes from more mature cell types, such as root maturation and elongation zones or the starch sheath in inflorescences (Fig. EV2A–C). Thus, nuclear QC and CC transcriptomes share expression profiles with cell types at similar maturation stages.

**Figure EV2:**

Comparison of FANS CC and QC DEGs from this study with published data of different tissues. (**A**–**C**) Comparison of FANS-derived DEGs from this study with tissue-specific DEGs from FACS of root cells (Li et al, 2016) (**A**), FANS of vascular cells (Shi et al, 2021) (**B**) and FACS of shoot apical meristem cells regions (Yadav et al, 2014) (**C**). The numbers of the published tissue-specific DEGs are shown in brackets. The numbers of shared DEGs and non-shared DEGs are indicated. *P* values by hypergeometric test are shown; n.s., not significant.

To decipher which cellular functions are differently encoded between the nuclear CC and QC transcriptomes, we performed a GO analysis. We found that in the QC-up DEGs, the overrepresented GO terms include “chromatin modifications,” “cell cycle,” and “meristem maintenance” (Fig. 2B; Dataset EV3). The higher expression of cell cycle genes in the “quiescent” QC cells might be surprising but is consistent with the low mitotic activity of the QC compared to the non-dividing CCs at the seedling stage (Betegon-Putze et al, 2021; Ornelas-Ayala et al, 2020; Rahni and Birnbaum, 2019; Savina et al, 2020; Zhang et al, 2013). We also identified enriched GO biological processes in QC cells that were not previously linked with root stem cells, such as several genes encoding nitrogen metabolism enzymes (Fig. 2B; Dataset EV3). For instance, the *CYSTATHIONINE BETA-LYASE* (*CBL*) gene encodes the second enzyme in the methionine biosynthetic pathway (Liu et al, 2019). Notably, *CBL* loss-of-function results in defective QC maintenance and root development (Liu et al, 2019), suggesting the functional relevance of its upregulation in the QC.

On the other hand, CC-up DEGs overrepresent GO terms, including “root cap development,” “epidermal differentiation,” and “programmed cell death” (Fig. 2C; Dataset EV3), consistent with the differentiated nature of the CCs.

### The QC- and CC-specific nuclear transcriptomes are associated with different chromatin architectures

We then asked whether nuclear CC and QC transcriptional profiles are associated with specific chromatin landscapes. To this end, we analyzed histone modifications by CUT&RUN experiments (Fig. 1A,E; Appendix Fig. S1A) and chromatin accessibility by ATAC-Seq with sorted nuclei (Fig. 1A,G; Appendix Fig. S1C). We chose H3K9ac and H3K4me3 as marks associated with transcriptionally competent chromatin because previous studies showed that WOX5 directly modifies H3K9ac in the *CDF4* gene (Pi et al, 2015) and, together with H3K4me3, is often found near the TSSs where also WOX5 binds. As a mark for repressive chromatin, we chose H3K27me3, a hallmark of transcriptional downregulation in plants and animals (Wiles and Selker, 2017).

We defined differential histone modifications (dHMs) and differentially accessible chromatin regions (dACRs) between CC and QC nuclei when corresponding peak values differed with a *P*adj <0.05. We then assigned a dHM or a dACR to a gene when it was located between 3 kb upstream of the transcriptional start site (TSS) and 0.5 kb downstream of the transcriptional termination site (TTS) (Dataset EV4). This covered the majority of dHMs and dACRs between CC and QC nuclei, with only less than 7% of each located in the intergenic regions (Fig. 2D, Appendix Fig. S2A–D). Moreover, the transcriptome differences between CC and QCs correlated with corresponding dHMs and dACRs differences (Fig. 2E,F).

“Bivalent” chromatin domains, characterized by overlapping activating (e.g., H3K4me3 and/or H3K9ac) and repressive (e.g., H3K27me3) histone modifications, have been associated with a poised state of gene transcription in stem cells (Blanco et al, 2020). Interestingly, we observed a slightly higher frequency of genes with bivalent chromatin domains in the QC cells than in the CCs in the upstream 3 kb of TSS (Appendix Fig. S2E; Dataset EV5).

Thus, the cell type-specific transcriptomes of CC and QC cells are highly associated with altered histone modifications and chromatin accessibility.

### WOX5-regulated genes encode key pathways of the QC

We then addressed the role of WOX5 in regulating the transcriptional architecture of the QC. To identify WOX5-regulated genes in the QC, we compared the transcriptomes of sorted nuclei expressing *pWOX5:H2B-tdTomato* from *wox5-1* and wild-type roots (Fig. 1A–D; Dataset EV1). We found that 1423 genes were positively (“WOX5-activated”, wild-type QC > *wox5-1* QC) and 947 genes were negatively (“WOX5-repressed”, wild-type QC < *wox5-1* QC) associated with WOX5 activity (*P*adj <0.05; Fig. 3A; Dataset EV6). We validated the RNA-Seq data for 17 out of 20 randomly selected genes by RT-qPCR (Table EV1). Furthermore, our WOX5 DEGs significantly overlapped with data obtained from bulk RNA-Seq of entire wild-type and *wox5-1* root tips (Clark et al, 2020) (Fig. EV3A). The latter study also identified many candidate WOX5-regulated genes not found in our study. However, many of those transcripts had previously been reported to be enriched in root cell types outside the QC, such as meristematic zone, mature zone, columella, and hair cells (Fig. EV3B). We noted that the previously identified WOX5 downstream genes *HAN*, *TAA1*, *CDF4*, and *CYCD3;3* (Forzani et al, 2014; Pi et al, 2015; Savina et al, 2020; Sharma et al, 2024) displayed the expected regulation in our genomic data but did not meet our criteria for statistical significance due to their variance between the genomic replicates in our transcriptome profiling (Table EV3). Therefore, we confirmed the expected WOX5-dependent expression in cDNA pools from separately sorted nuclei for all of these genes by RT-qPCR (Appendix Fig. S3). In summary, these validations suggest that data from sorted nuclei faithfully represent the WOX5-regulated DEGs in the QC.

**Figure 3:**
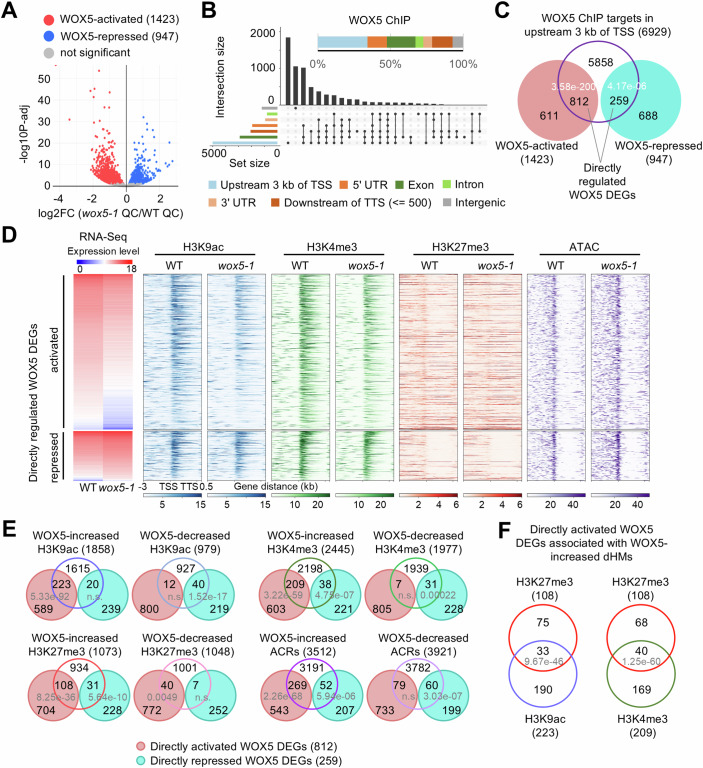
Expression levels of directly regulated WOX5 DEGs are associated with chromatin features. (**A**) Volcano plot of the DEGs between *wox5-1* QC and wild-type QC from four biological replicates. Significant DEGs are shown by colored dots. *P*adj <0.05. *P*adj: Benjamini–Hochberg adjusted *P* value. (**B**) Genomic distribution of WBRs. The bar in the upper part represents the distribution of genomic regions among WOX5-binding fragments. In the Upset plots, the vertical bars represent the numbers of the peaks spanning one or more specific genomic regions, with overlaps indicated by connection lines between the black dots. The horizontal bars indicate the total number of peaks for each genomic annotation, independent of overlaps. (**C**) Venn diagram of directly regulated WOX5 DEGs with WBRs in upstream 3 kb of TSS. *P* values indicate statistical significance by hypergeometric tests. (**D**) Chromatin features in the region between 3 kb upstream of TSS and 0.5 kb downstream of the TTS of directly activated and repressed WOX5 DEGs. (**E**) Venn diagrams of directly regulated WOX5 DEGs and the genes with dHMs and dACRs, respectively. *P* values indicate statistical significance by hypergeometric tests. (**F**) Venn diagrams of directly regulated WOX5 DEGs with genes associated with WOX5-increased H3K27me3, H3K9ac and H3K4me3, as shown in (**E**), reveal genes with potential WOX5-induced bivalent chromatin domains. *P* values indicate statistical significance by hypergeometric tests. Source data are available online for this figure.

**Figure EV3:**
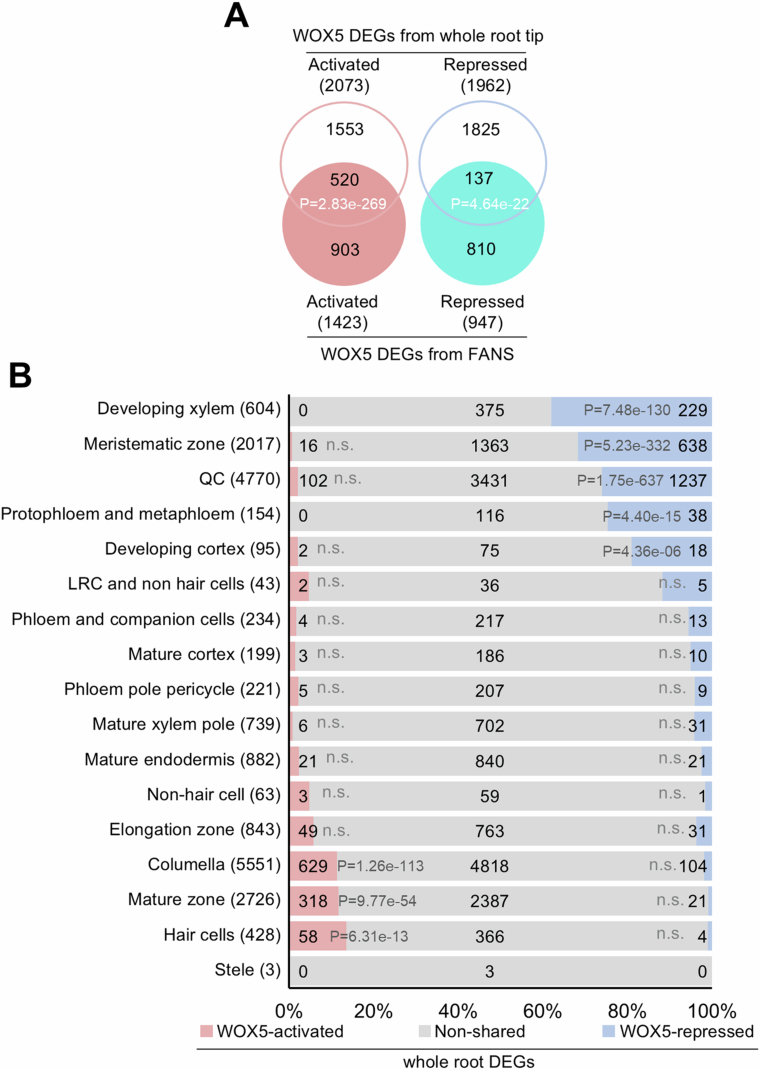
Comparison of WOX5 DEGs from sorted nuclei and the whole-root tip. (**A**) Venn diagrams of WOX5 DEGs from FANS transcriptomes (this study) and whole-root-tip transcriptome (*P*adj <0.05, FC ± 1.5, Clark et al, 2020). *P* values indicate the statistical significance of the overlaps by hypergeometric tests. (**B**) Comparison of the WOX5 DEGs derived from whole-root tips (Clark et al, 2020), which are not shared with our FANS data, with FACS-derived DEGs of different root regions from (Li et al, 2016). The numbers of the published tissue-specific DEGs are shown in brackets. The numbers of shared DEGs and non-shared DEGs are indicated. *P* values by hypergeometric test are shown; n.s., not significant.

Importantly, the WOX5-regulated DEGs confirm and expand on known functions of WOX5 in the QC: repression of cell division (*CYCD3.3*, *KRP1*, *KRP2*, *SIM*, *BORI2*) and differentiation (*CDF4*, *BBM*, *RGF8*, *HB-8*, *QQS*), and promoting auxin signaling (*HAN*, *TAA1)* (Table EV4). On the other hand, comparing the WOX5-regulated genes with our nuclear QC and CC transcriptome data, we found only limited, though statistically significant, overlap (Appendix Fig. S4), including the upregulation by WOX5 of the published QC-specifically expressed genes *BABY BOOM* (*BBM*) and *ROOT MERISTEM GROWTH FACTOR 8* (*RGF8*) (Aida et al, 2004; Denyer et al, 2019; Fernandez et al, 2013), and the starch accumulation repressor gene *Qua-Quine Starch* (*QQS*) (Li et al, 2009), consistent with the absence of starch in the QC (Table EV4). Thus, WOX5 regulates multiple aspects of the key features of the QC, mitotic quiescence, differentiation state, and auxin signaling, rather than global transcriptome differences between QC and CC.

### WOX5 acts mainly as a transcriptional activator affecting the chromatin state of putative direct target genes

To search for potential direct targets of WOX5 in the QC, we isolated WOX5-binding genomic DNA fragments with anti-WOX5 antibodies. 

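WOX5-bound DNA was measured by ChIP-chip, in which immunoprecipitated DNA is hybridized to a tiling array that covers the genome. Root tips came from 5-day-old seedlings treated for 4 h with 10 µM dexamethasone, which moves the WOX5-GR fusion protein into the nucleus. Chromatin of 2 samples of *p35S:WOX5-GR* and 2 samples of the knockout *wox5-1* was precipitated with anti-WOX5 antibodies, and the submitters describe the samples of a genotype as independent biological replicates. The amplified ChIP DNA of each sample was hybridized together with its amplified input DNA to 1 array with 950368 probes for *Arabidopsis* DNA, 45 to 60 bases long and with a median distance of 125 bp between neighbours. ChIP DNA carried Cy3 and input DNA Cy5 for *p35S:WOX5-GR*, while ChIP DNA carried Cy5 and input DNA Cy3 for *wox5-1*. Dye and day of scanning therefore change together with genotype, and only a dye effect that the input DNA shares can be examined with these 4 arrays. The median raw ChIP signal was 2945 and 2717 for the *p35S:WOX5-GR* replicates, above local backgrounds of 36 and 43, and 3430 and 3388 for the *wox5-1* replicates, above backgrounds of 65 and 65. Between 99.5% and 99.8% of the probes were well above background in the ChIP channel. The deposited intensities had been background-subtracted and scaled by 1 linear dye factor per channel in Agilent Feature Extraction, with a multiplicative surface correction in both channels of the *p35S:WOX5-GR* arrays but in only 1 channel of each *wox5-1* array. From these intensities the log2 ratio of ChIP to input DNA was taken for each probe, centred on the median of its array and averaged within each genotype. WOX5-bound-regions (WBR) were called where the difference *p35S:WOX5-GR* minus *wox5-1*, smoothed by a running median over 400 bp on each side, stayed above 2 in at least 5 probes with gaps of at most 250 bp, which are the thresholds of the ChIP-chip methods. The adjusted p of the Results was not applied to the WBR, since no test is named for it, and a fold change of 2 is a log2 level of 1, at which 12597 regions and 19910 genes were called. At that level, 5984 regions were called with the difference taken the other way round. The largest smoothed difference in a region is given as its level. All 947665 nuclear probes were identical to the TAIR10.1 genome at their stated coordinates, so that genes and positions were taken from that build. For tests between the genotypes, limma was fitted to the mean log2 ratio over the 3 kb upstream of the TSS of 37737 nuclear genes with at least 5 probes there, or over bins of 500 bp with at least 3 probes, with Benjamini-Hochberg adjustment. Most genes passed this test, with 18206 higher and 8954 lower in *p35S:WOX5-GR*, so that a small adjusted p for a single gene is common.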

Due to the limited number of QC cells in a root meristem, Chromatin Immunoprecipitation (ChIP) or CUT&RUN (Skene and Henikoff, 2017) experiments did not yield robust results from sorted QC nuclei. Therefore, we decided to use the previously characterized *p35S:WOX5-GR* overexpression line (Pi et al, 2015), which accumulates undifferentiated cells in place of differentiated CCs, as a proxy for WOX5 function, comparing it to the knockout mutant *wox5-1* as a negative control (Appendix Fig. S5). 

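DNA was enriched by the anti-WOX5 antibodies at many more places in *p35S:WOX5-GR* than in *wox5-1*. In total, 6617 WBR were higher in *p35S:WOX5-GR*, whereas the same rule applied in the opposite direction gave 16 regions, and 26 without *p35S:WOX5-GR* replicate 1 and 50 without *wox5-1* replicate 1. The scarcity of opposite regions depended on the threshold, since at a level of 1 there were 12597 WBR and 5984 opposite regions. At the summits of the WBR the median log2 ratio of ChIP to input DNA was 2.17 in *p35S:WOX5-GR* and -0.54 in *wox5-1*, and the WBR had a median length of 935 bp and a median level of 2.76. Compared with its own input alone, *p35S:WOX5-GR* gave 4029 enriched and 6 depleted regions, and *wox5-1*, which lacks WOX5, gave 26 enriched regions and 1 depleted region. Among 236819 bins of 500 bp, 49035 were higher in *p35S:WOX5-GR* by more than 1 on the log2 scale and 24291 were lower (limma, adjusted p under 0.05). The *p35S:WOX5-GR* replicates were nearly identical, with a Pearson correlation of 0.982 across probes and a robust SD of 0.105 between them, little above the 0.0799 and 0.0858 found between spots of the same sequence on 1 array. For the *wox5-1* replicates the correlation was 0.442 and the SD 0.458, against 0.145 and 0.154 between such spots, so that most of the measured spread lies in the control genotype. Quantile normalization between the arrays, in place of centring on the median, gave 3520 WBR and 506 opposite regions, and 41376 higher and 36939 lower bins. When the *p35S:WOX5-GR* replicates were averaged and counted as 1 sample, a choice made after seeing how similar they are, 40873 bins were higher and 13095 lower.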

Of the WOX5-bound-regions (WBR) identified by this approach (FC > 2 and *P*adj <0.05; Dataset EV7), 93% were located within upstream 3 kb of the TSS and downstream 0.5 kb of the TTS of annotated genes, and only 7% in intergenic regions (Fig. 3B). 

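Most WBR lay outside coding sequence and upstream of genes. Of the 6617 summits, 6201 (93.7%) were located between 3 kb upstream of a TSS and 0.5 kb downstream of a TTS, and 6.29% were intergenic. The same territory holds 94.8% of the nuclear probes, so that the summits were slightly less often genic than the probes (odds ratio 0.81, Fisher's exact test, two-sided, p = 6.7e-05). This holds for the summits only. Counted by overlap of the whole region, 97.49% of the WBR reached this territory, a share that was not tested against the probes. Within this territory, DNA upstream of genes and outside any gene body held 66.2% of the summits but only 28.5% of the probes (odds ratio 4.92). Coding exons held 3.01% of the summits and 28.2% of the probes (odds ratio 0.0791), and introns and unspliced gene bodies together 4.29% of the summits and 15.7% of the probes. Untranslated and non-coding exons were closer to the array, with 17.2% and 20.3%, and DNA downstream of genes held 2.96% of the summits and 2.16% of the probes. Of the 16 regions in the opposite direction, 8 had their summit in a coding exon and 1 upstream of a gene. At a lower threshold of 1 on the log2 scale the genic share of the summits was 94.97%. It was no longer below that of the probes (odds ratio 1.03, Fisher's exact p = 0.53).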

The vast majority of these genes were bound by WOX5 at one or multiple sites within 3 kb upstream of the TSS (Fig. 3B), which encompasses the region typically bound by plant transcription factors (Cheng et al, 2023; Shahmuradov et al, 2017; Yu et al, 2016). 

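Binding was concentrated directly upstream of transcription start sites. Of 11660 genes with a WBR between 3 kb upstream and 0.5 kb downstream, 9820 (84.2%) were bound within the 3 kb upstream of the TSS, 8283 of them protein-coding. A single WBR was found there in 8547 (87.0%) of the bound genes, 2 WBR in 1253 and 3 in 20. The summits had a median distance of 596 bp to the nearest protein-coding TSS, 70.2% of them lay upstream of it and 48.2% within the first 1000 bp upstream. Averaged over the 1398 protein-coding activated DEGs with probes there, the log2 ratio of ChIP to input DNA in the 200 bp upstream of the TSS was 1.64 in *p35S:WOX5-GR* and -0.55 in *wox5-1*. For the 920 repressed DEGs these means were 0.95 and -0.66, and for the 24989 other protein-coding genes 0.63 and -0.51. In the outermost 200 bp, which begin 3000 bp upstream, the difference between the genotypes had fallen to 0.71 for activated DEGs, 0.41 for repressed DEGs and 0.34 for other genes. Both *p35S:WOX5-GR* replicates gave this order of the gene groups. Part of the difference close to the TSS therefore came from a ratio below the array median in *wox5-1*.

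**Figure D1:**
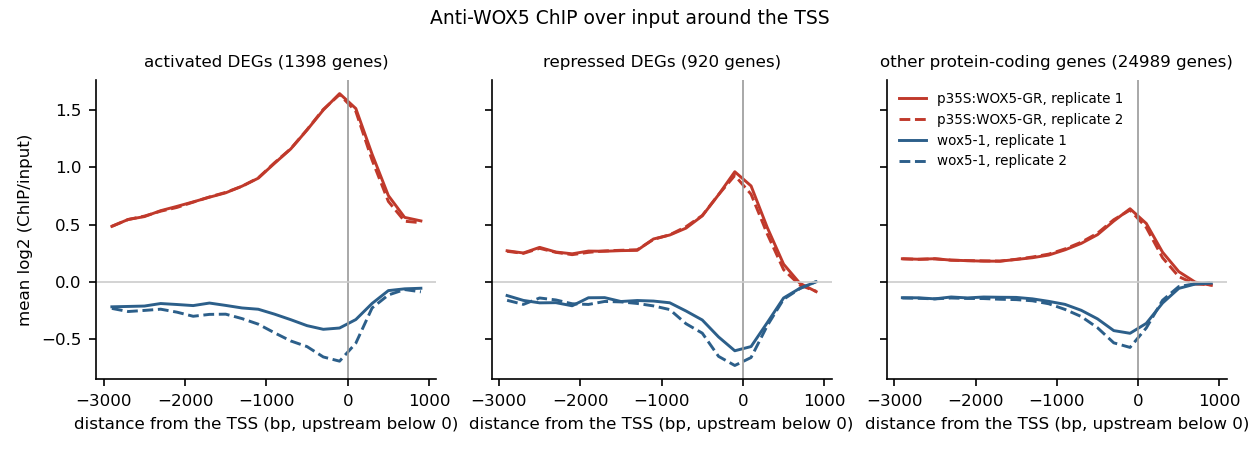
Mean log2 ratio of ChIP to input DNA (vertical axis) against the distance from the TSS in bp (horizontal axis), for activated DEGs, repressed DEGs and other protein-coding genes. Each line is 1 array in steps of 200 bp, and the *p35S:WOX5-GR* lines peak just upstream of the TSS at means of 1.64, 0.95 and 0.63, where the mean of the *wox5-1* lines is lowest.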

To discriminate against false positive WBR, which are notorious for overexpressed transcription factors, we selected the WOX5-bound genes that WOX5 differentially regulated in the QC (Fig. 3C). Therefore, we focused on these 812 upregulated and 259 downregulated DEGs, which are bound and regulated by WOX5 as the putative direct WOX5 targets for further analysis (Fig. 3C). 

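Genes that WOX5 activates in the QC were bound more often than genes that it represses, and both more often than other genes. Of the activated DEGs of Dataset EV6, 1418 could be examined and 908 (64.0%) carried a WBR within 3 kb upstream of the TSS. Of 942 repressed DEGs, 333 (35.4%) were bound, compared with 9820 (26.02%) of all 37737 genes. The odds ratio against the other genes was 5.48 for activated DEGs (Fisher's exact test, two-sided, p = 9.1e-207) and 1.57 for repressed DEGs (p = 1.7e-10). Among protein-coding genes alone, 8283 of 27307 (30.33%) were bound. With these as the background, the odds ratio fell to 4.595 for activated DEGs (Fisher's exact p = 5.4e-163). For repressed DEGs it fell to 1.296 (Fisher's exact p = 2.6e-04). Activated DEGs were bound more often than repressed DEGs with an odds ratio of 3.26 (Fisher's exact p = 6.3e-43). Upstream of activated and of repressed DEGs, 0 regions in the opposite direction were found, but only 12 of all 37737 genes had one, so that this says little. The larger changes in expression did not stand out, since 65.3% of the activated DEGs with the larger and 62.8% of those with the smaller change were bound (odds ratio 1.12, Fisher's exact p = 0.35), and 36.1% and 34.6% of the repressed DEGs (odds ratio 1.07, p = 0.68). Neighbouring genes can share a WBR, so that genes are not independent of each other in these tests. At a stricter level of 3, the odds ratio of the repressed DEGs was 1.27 and missed the threshold (Fisher's exact p = 0.071).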

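*CYCD3;3*, which encodes a D-type cyclin that promotes cell division, and *CDF4*, which encodes a DOF transcription factor that promotes differentiation, both carried a WBR upstream. *CYCD3;3* (AT3G50070) lies on the minus strand of chromosome 3 of TAIR10.1 from 18565134 to 18566834, and its WBR from 18566921 to 18567855, upstream of the gene, with 8 probes. The level there was 2.86 on the log2 scale, which is 7.28-fold, and the summit at 18567200 was 366 bp upstream of the TSS. *CDF4* (AT2G34140) lies on the minus strand of chromosome 2 from 14413694 to 14414788, and its WBR from 14415605 to 14416539, also upstream of the gene and with 8 probes, reached a level of 2.71 (6.54-fold) at 14415884, 1096 bp upstream. The sequence from 18567175 to 18567225 at the *CYCD3;3* summit is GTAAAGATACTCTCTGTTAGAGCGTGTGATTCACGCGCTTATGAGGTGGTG, and that from 14415859 to 14415909 at the *CDF4* summit is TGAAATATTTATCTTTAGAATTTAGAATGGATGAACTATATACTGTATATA. Over the 3 kb upstream of *CYCD3;3* the mean log2 ratio was 0.75 ± 0.02 (SD, n = 2) in *p35S:WOX5-GR* and -0.66 ± 0.35 (SD, n = 2) in *wox5-1*. The difference of 1.42 (standard error 0.17) had an adjusted p of 0.0015 in limma. Upstream of *CDF4* the ratios were 0.94 ± 0.03 and -0.61 ± 0.20 (SD, n = 2 each), with a difference of 1.54 (standard error 0.11, adjusted p = 3.2e-04 in limma). Among the 10 D-type cyclin genes, 3 were bound, *CYCD3;1*, *CYCD3;2* and *CYCD3;3*. The upstream ratio was higher in *p35S:WOX5-GR* for 7 and lower for 1, *CYCD7;1* at -0.32, with the same counts when adjusted over the list alone. Only the call of *CYCD7;1* as lower rested on both *p35S:WOX5-GR* replicates in such a way that leaving out either of them removed every lower call. The share of bound D-type cyclin genes was not distinguishable from that of all genes (odds ratio 1.22, Fisher's exact test, adjusted p = 0.77 over the 12 lists). In limma, 18206 of all 37737 genes were higher and 8954 lower, so that calls of single cyclin genes in this test are not special to them. Without *wox5-1* replicate 2, neither *CDF4* nor *CYCD3;1* reached the region rule, and *CYCD3;1* was also lost after loess or quantile normalization and with the GC trend removed. *CDF4*, *CYCD3;1* and *CYCD3;3* were lost at a level of 3, with *p35S:WOX5-GR* alone and when both replicate differences had to pass. *CYCD3;1* and *CYCD3;2* were lost in a window of 1 kb, and with *p35S:WOX5-GR* alone 0 D-type cyclin genes were bound.

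**Figure D2:**
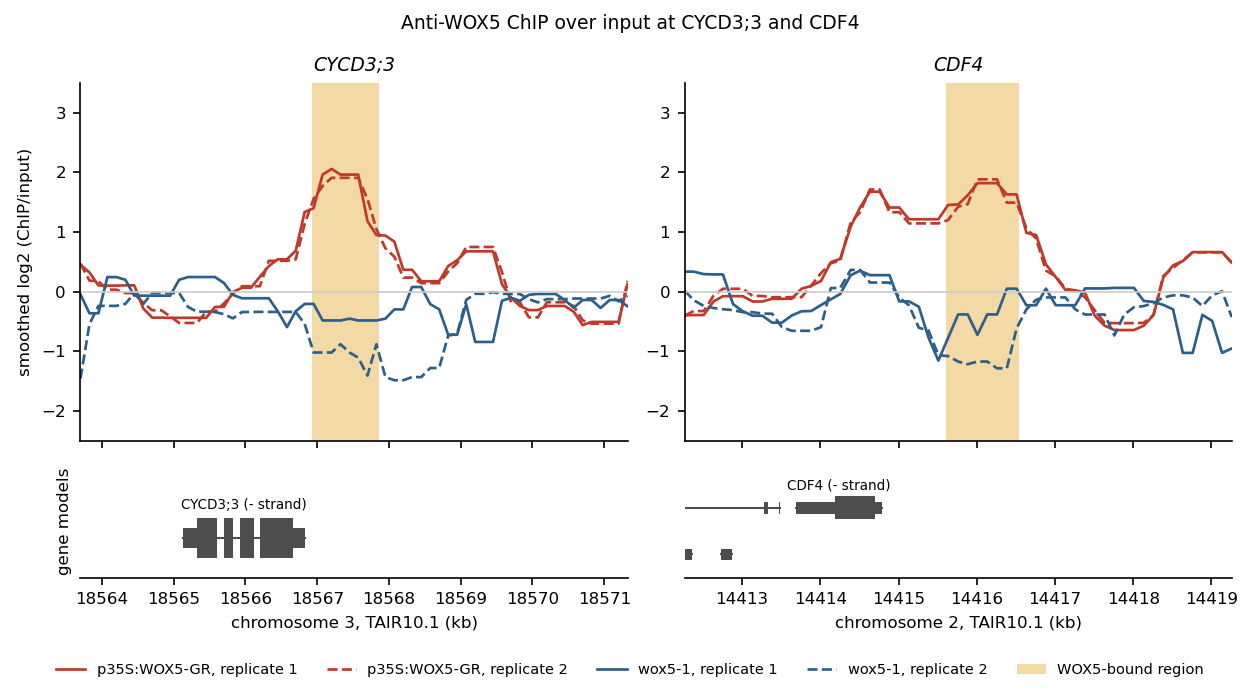
Smoothed log2 ratio of ChIP to input DNA (vertical axis) along chromosome 3 at *CYCD3;3* and chromosome 2 at *CDF4* in TAIR10.1 (horizontal axis, kb), with 1 line per array and gene models underneath, in which thick boxes are coding exons and thin boxes untranslated exons. Inside the shaded WBR both *p35S:WOX5-GR* lines lie above both *wox5-1* lines, and the *wox5-1* replicates differ from each other.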

We confirmed the two published directly repressed WOX5 target genes *CYCD3.3* and *CDF4* among the potential directly downregulated WOX5 targets (Dataset EV7; Table EV5).

However, our results suggested that WOX5, initially only characterized as a transcriptional repressor (Forzani et al, 2014; Pi et al, 2015), acts in transcriptional activation of most of its target genes. 

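Binding at a higher level went with a larger share of activated DEGs and not with a larger share of repressed DEGs. As the level of a gene, the highest smoothed difference within its 3 kb window was taken, not the level of its WBR. It reached down to 0.81, since a WBR had only to overlap the window. When the 9820 genes bound upstream were divided by this value into 4 groups of 2455 genes, activated DEGs made up 5.42% of the lowest group, 7.62% and 9.98% of the middle groups and 14.0% of the highest group, compared with 1.83% of the genes that were not bound. Repressed DEGs made up 3.54% of the lowest group (87 genes), 86 and 87 genes of the middle groups, 2.97% of the highest group (73 genes) and 2.18% of the genes that were not bound. Between the highest and the lowest group the odds ratio was 2.84 for activated DEGs (95% confidence interval 2.301 to 3.493, Fisher's exact test, p = 1.4e-24) and 0.83 for repressed DEGs (0.61 to 1.14, p = 0.30). Over the whole upstream window, 18206 of the 37737 genes had a higher ratio in *p35S:WOX5-GR* and 8954 a lower ratio (limma, adjusted p under 0.05), around a median difference of 0.24, which was 0.11 after quantile normalization, 0.18 after loess and 0.50 in a window of 1 kb. For activated DEGs this odds ratio was 1.60 after quantile normalization, 1.83 with the GC trend removed and 1.88 with *p35S:WOX5-GR* alone, and 4.599 at a threshold of 1 and 5.88 with one from a symmetric null. At a stricter level of 3 the odds ratio between the highest and lowest group was 1.27 for activated DEGs (Fisher's exact p = 0.18), and with the symmetric null it turned to 1.35 for repressed DEGs (Fisher's exact p = 0.0081). Without *p35S:WOX5-GR* replicate 1 or 2, the genes with a lower ratio fell to 5562 and 5613, and averaging these replicates as 1 sample gave 14931 higher and 5592 lower genes. The paper proposes that WOX5, described before only as a transcriptional repressor, acts in transcriptional activation of most of its targets.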

Since WOX5 has been reported to repress its target gene *CDF4* by recruiting TPL/HDA19 and removing H3K9ac marks (Pi et al, 2015), we hypothesized that alternative mechanisms must be in place for directly activated WOX5 DEGs. Therefore, we investigated the effects of WOX5 on H3K9ac, H3K4me3 and H3K27me3 histone modifications and chromatin accessibility by comparing sorted nuclei from wild-type and *wox5-1* QC cells (Fig. 1A–C,F,G; Appendix Fig. S1B,C). About 89% of all dHMs or dACRs are located between upstream 3 kb of the TSS and downstream 0.5 kb of the TTS of a given gene and only less than 11% in the intergenic regions (Appendix Fig. S6; Dataset EV8). To delineate WOX5 effects on the chromatin of its target genes, we focused on the region upstream 3 kb of the TSS.

This revealed that the directly repressed WOX5 DEGs correlated with WOX5-decreased H3K9ac and H3K4me3, increased H3K27me3, and reduced accessible chromatin domains (Fig. 3E). By contrast, the WOX5-activated direct target genes significantly overlapped with WOX5-increased H3K9ac, H3K4me3, and chromatin accessibility (Fig. 3D,E) unlike the genes not affected by WOX5 as control (Fig. EV4A). Surprisingly, a subset of the directly activated WOX5 DEGs also showed significantly increased H3K27me3 (108/812), in about one-third of which WOX5 also increased activating marks (H3K9ac/H3K4me3) (Fig. 3F), a hallmark of bivalent chromatin structure (Blanco et al, 2020). 

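*ABCC4*, which encodes an ABC transporter, and *CESA2*, which encodes a catalytic subunit of cellulose synthase, were both bound by WOX5 upstream. The WBR of *ABCC4* (AT2G47800) lay on chromosome 2 from 19573230 to 19575160, across the TSS, with a level of 3.36 (10.3-fold) at a summit 1282 bp upstream of the TSS. That of *CESA2* (AT4G39350) lay on chromosome 4 from 18294013 to 18296822, with a level of 3.52 (11.5-fold) only 221 bp upstream. The mean log2 ratio over the 3 kb upstream of *ABCC4* was 1.61 ± 0.00 (SD, n = 2) in *p35S:WOX5-GR* and -0.11 ± 0.23 (SD, n = 2) in *wox5-1*, a difference of 1.72 (standard error 0.13, adjusted p = 3.2e-04 in limma). For *CESA2* the ratios were 2.01 ± 0.03 and -0.46 ± 0.24 (SD, n = 2 each) and the difference 2.47 (standard error 0.13, adjusted p = 1.5e-04 in limma). Both genes kept a WBR under every setting that used the *p35S:WOX5-GR* arrays.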

Examples include the *ATP-BINDING CASSETTE C4* (*ABCC4*) and *CELLULOSE SYNTHASE A2* (*CESA2*) genes, which play crucial roles in regulating root development (Uragami et al, 2024) (Persson et al, 2007). By contrast, we did not find increased bivalent marks at the indirectly upregulated WOX5 DEGs (Fig. EV4B,C). These results indicate that the WOX5-regulated transcription is highly associated with WOX5-dependent histone modifications and chromatin accessibility.

**Figure EV4:**
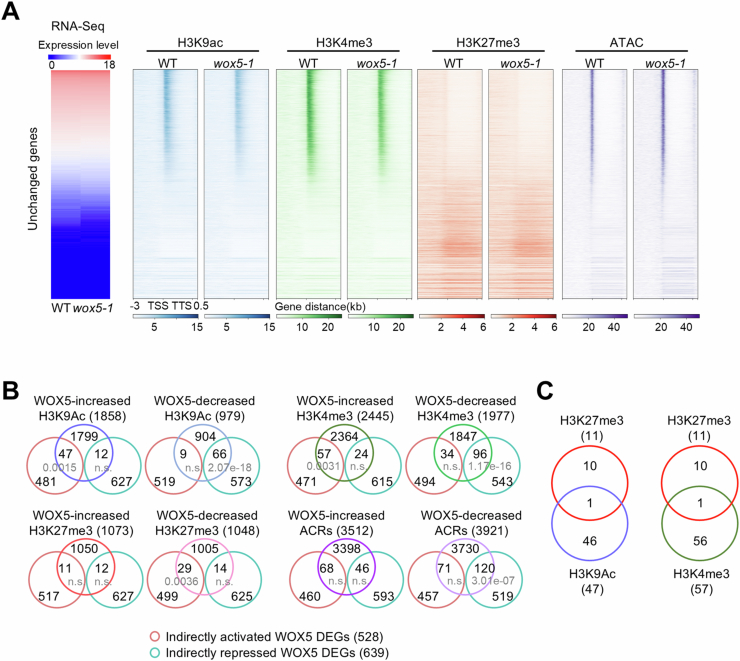
Integrated analysis of indirect WOX5 DEGs, dHMs, and dACRs between *wox5-1* and WT QC. (**A**) Histone modification and chromatin accessibility profiles between 3 kb upstream of TSS and downstream 0.5 kb of TTS of unchanged genes (unchanged expression between *wox5-1* and wild-type QC). (**B**) Venn diagrams of indirectly regulated WOX5 DEGs and the genes assigned to dHMs and dACRs. *P* values indicate the statistical significance of the overlaps by hypergeometric tests. (**C**) Comparison of WOX5-increased activating and repressive dHMs reveals no enrichment of bivalent marks in indirect regulated WOX5 DEGs.

### WOX5 activates expected and unexpected processes in the QC

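Nearly all activated DEGs that Dataset EV9 lists for these terms carried a WBR upstream, which is how the study chose them, so that the counts describe the lists and are not independent evidence of binding. All 69 listed genes of "cell communication" were bound, with a median level of 3.09. For "root development", 46 of 48 listed genes were bound, with a median level of 3.15, and for "auxin biosynthetic process", 12 of 13, with a median level of 2.97. The term "cell wall organization or biogenesis" had 46 of 50 bound genes, and "response to osmotic stress" 74 of 74 and "ion transport" 141 of 141. These medians are of the highest smoothed difference in the 3 kb window of each listed gene, bound or not. They are not the same measure as the median level of 2.76 over all WBR.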

Among the directly activated WOX5 DEGs, we found an overrepresentation of expected GO terms “cell communication,” “root development,” and “auxin biosynthetic process” (Savina et al, 2020; Sharma et al, 2024) (Fig. 4A). In addition to these expected functions, however, we also found unexpected terms such as “nitrate transport” (FDR = 1.68e-42) (Fig. 4A; Dataset EV9). 

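WBR were frequent upstream of known nitrate transporter genes. The theme of nitrate transport came from the study, which found it among DEGs bound on these same arrays. The share of bound genes given here is therefore not independent support for it. Of 18 genes for nitrate transporters of the NRT and CLC families, listed from general knowledge and not from Dataset EV9, 11 were bound (odds ratio 4.47, Fisher's exact test, adjusted p = 0.0071 over the 12 lists). The upstream ratio was higher in *p35S:WOX5-GR* for 15 of them and lower for 0 (limma, 15 and 0 also when adjusted over the list alone). Among all 37737 genes, 18206 were higher and 8954 lower in this test. *NRT2.1*, which encodes a high-affinity nitrate transporter, had a difference of 2.41 (standard error 0.09) and a WBR with an 11.3-fold level, 1368 bp upstream. *NRT1.2* reached a difference of 2.43 (standard error 0.21), and *CLCb*, *NRT2.6*, *NRT1.8* and *NRT2.2* lay between 2.22 and 1.50. *NRT1.9*, *NRT3.1* and *NRT2.5* were bound with smaller differences of 1.13, 0.87 and 0.56. The region of *NRT2.5* had its summit 4285 bp upstream, beyond the 3 kb window. That of *NRT1.2* had it in an untranslated or non-coding exon of the gene itself. *NRT2.4*, *NRT1.7*, *CLCc* and *NRT2.3* were higher, with differences between 1.49 and 1.32, without a WBR. *NRT1.5*, *NRT1.4* and *NRT2.7* had differences of -0.01, -0.15 and -0.28 that did not pass the test. Without *wox5-1* replicate 1, 14 of the 18 were bound (odds ratio 9.07), whereas 7 were bound after quantile normalization and 5 at a level of 3. When the summit had to lie in the window, 9 of the 18 were bound (odds ratio 3.76, Fisher's exact test, adjusted p = 0.025 over the 12 lists). For the paper's own list of the term "nitrate transport", 69 of 69 genes were bound. The ratio of *NRT2.5* changed sign in a window of 1 kb (-0.40) and with the GC trend removed was 0.16 (adjusted p of 0.089 in limma), and *NRT1.5* and *NRT1.4* were lower with the GC trend removed and without *wox5-1* replicate 2, respectively (-0.43 and -0.29).

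**Figure D3:**
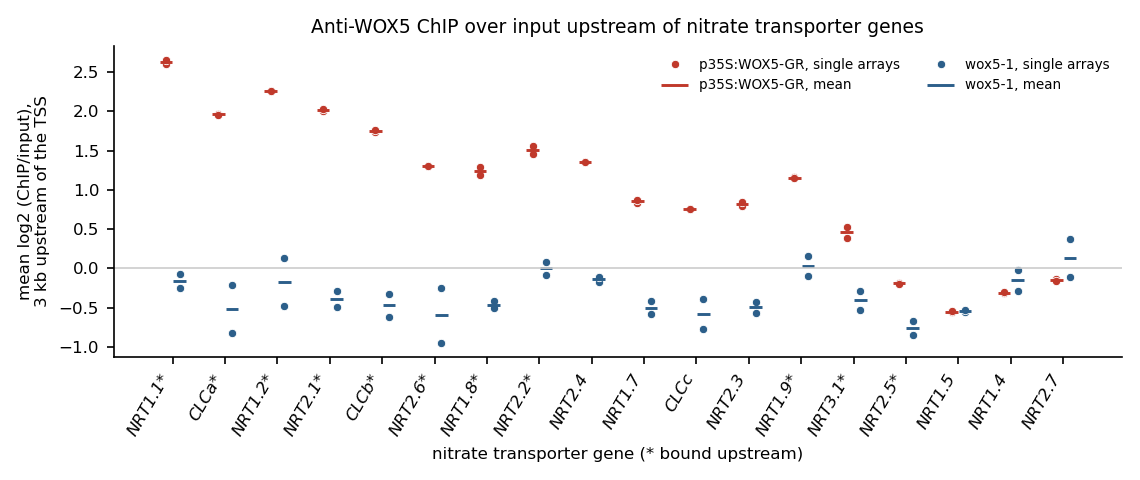
Mean log2 ratio of ChIP to input DNA over the 3 kb upstream of the TSS (vertical axis) for 18 nitrate transporter genes (horizontal axis), ordered by the difference between the genotypes, with asterisks on bound genes. Points are single arrays and bars the mean of 2 arrays, and *p35S:WOX5-GR* is higher for 15 genes, from *NRT1.1* to *NRT2.5*, while *NRT1.5*, *NRT1.4* and *NRT2.7* did not pass the test in limma. *NRT2.5* changed sign in a window of 1 kb.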

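*NRT1.1*, a nitrate transporter and sensor, and *CLCa*, a nitrate/proton exchanger of the vacuolar membrane, were among the nitrate transporter genes with the strongest upstream binding. *NRT1.1* (AT1G12110) had 2 WBR on chromosome 1, one from 4099501 to 4103935 with a level of 3.57 (11.9-fold) and one from 4104626 to 4105672 with a level of 3.06, whose summit was 68 bp upstream of the TSS. *CLCa* (AT5G40890) had 2 WBR on chromosome 5, from 16385125 to 16387430 with a level of 3.81 (14.1-fold) at 1105 bp upstream, and from 16388250 to 16391809 with a level of 3.14. The summit of the latter lay 4105 bp upstream, beyond the 3 kb window. Over the 3 kb upstream of *NRT1.1* the mean log2 ratio was 2.63 ± 0.04 in *p35S:WOX5-GR* and -0.16 ± 0.13 in *wox5-1* (SD, n = 2 each), a difference of 2.79 (standard error 0.09, adjusted p = 1.0e-04 in limma). For *CLCa* it was 1.96 ± 0.01 and -0.52 ± 0.43 (SD, n = 2 each), a difference of 2.48 (standard error 0.21, adjusted p = 4.6e-04 in limma).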

The DEGs in this GO term are mainly associated with nitrate uptake, such as *NRT1.1* (Wang et al, 2020), or nitrate storage in the vacuoles, such as *CLCa* (Hodin et al, 2023).

**Figure 4:**
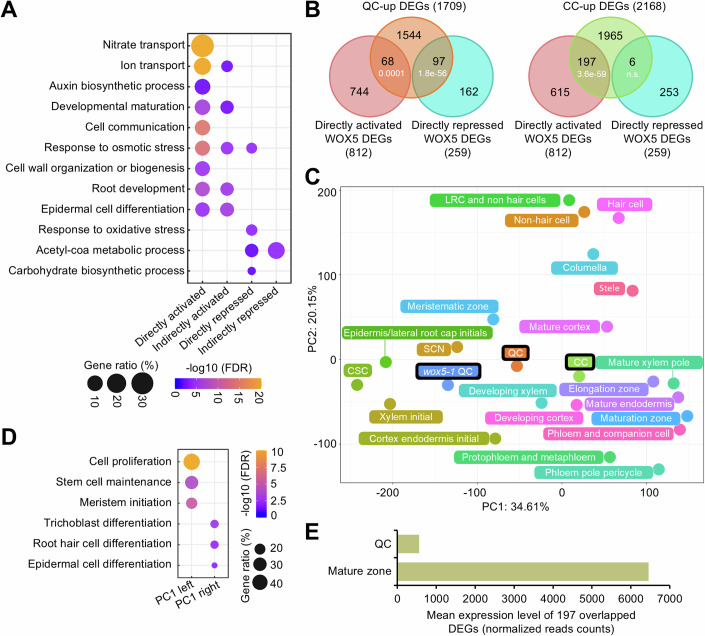
WOX5-activates genes are associated with cell differentiation/maturation in the QC. (**A**) GO analysis of directly and indirectly regulated WOX5 DEGs. The color gradient indicates –log10 (FDR) by Fisher exact test and Yekutieli correction (FDR < 0.05). (**B**) Venn diagrams of QC-up/CC-up DEGs and directly regulated WOX5 DEGs. *P* values indicate statistical significance of the overlaps by hypergeometric tests. (**C**) PCA of transcriptome data from this study (outlined in black) and published root tissues/cells derived from Clark et al (2019) and Li et al (2016). SCN stem cell niche, LRC lateral root cap. (**D**) GO analysis of the genes in PC1 loading from (**C**). The color gradient indicates –log10 (FDR) by Fisher exact test and Yekutieli correction (FDR < 0.05). (**E**) Comparison of the mean expression levels (normalized read counts) of the 197 directly activated “paradoxical” WOX5 DEGs (**B**) in published QC and root maturation transcriptome data (Li et al, 2016).

Furthermore, among the putative direct WOX5 target genes (812), we observed that CC-up genes were significantly overrepresented in the directly activated WOX5 DEGs (197), and QC-up DEGs in the directly repressed WOX5 DEGs (97) (Fig. 4B). This is in agreement with PCA analysis with our nuclear and published protoplast transcriptomes (Clark et al, 2019; Li et al, 2016), where we found that along PC1, which appears to report differentiation (Fig. 4C,D), the *wox5-1* QC transcriptome was located more towards the undifferentiation direction than the wild-type QC (Fig. 4C). 

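Genes that are expressed more strongly in the QC than in the CC (QC-up DEGs) formed a larger part of the bound repressed DEGs than of the bound activated DEGs. Of the 333 repressed DEGs bound upstream, 113 (33.9%) were QC-up, compared with 74 (8.15%) of the 908 bound activated DEGs. The difference between the DEG groups had an odds ratio of 0.17 for activated against repressed (Fisher's exact test, two-sided, p = 4.1e-26). Against the other bound genes, QC-up DEGs were enriched among bound repressed DEGs (odds ratio 9.58, Fisher's exact p = 1.8e-56) and less so among bound activated DEGs (odds ratio 1.43, p = 0.0084). Among the 268 genes that were both QC-up and repressed, 42.2% were bound, and among the 122 that were QC-up and activated, 60.7%. The same contrast was present without regard to binding, since 28.5% of all 942 repressed DEGs and 8.60% of all 1418 activated DEGs were QC-up. Among repressed DEGs, the QC-up share was 33.9% of the bound and 25.5% of the other genes (odds ratio 1.50, Fisher's exact p = 0.0065), and among activated DEGs 8.15% and 9.41% (odds ratio 0.85, Fisher's exact p = 0.43), in tests chosen after the other values had been seen. Of all 1698 QC-up DEGs that could be examined, 596 were bound (odds ratio 1.57 against other genes, Fisher's exact p = 2.6e-17). Among protein-coding genes alone, 583 of 1611 were bound (odds ratio 1.33, Fisher's exact p = 2.3e-07). The CC-up list was not used here, since the copy at hand holds only a part of it.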

Examples for directly activated WOX5 DEGs in this subset are the *AUXIN RESISTANT 3* (*AXR3*) gene promotes trichome differentiation (Perez-Perez et al, 2010), and *NAC046* programmed cell death of the columella root cap, which is the final step of differentiation (Huysmans et al, 2018). 

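*AXR3*, which encodes an Aux/IAA repressor of auxin signaling, and *NAC046*, a transcription factor gene of root cap cell death, were both strongly bound. *NAC046* (AT3G04060) had a single WBR of 39 probes on chromosome 3 from 1055226 to 1060035, with a level of 3.68 (12.8-fold). Its summit lay 4309 bp upstream of the TSS, beyond the 3 kb window, which the region overlapped, and *NAC046* was not counted as bound when the summit itself had to lie inside the window. *AXR3* (AT1G04250) had 2 WBR on chromosome 1, from 1130628 to 1133560 with a level of 3.28 and from 1135251 to 1136310 with a level of 3.26, the latter with its summit 548 bp upstream. The summit of the former lay 4423 bp upstream, beyond the window. The upstream log2 ratio of *NAC046* was higher in *p35S:WOX5-GR* by 2.98 (standard error 0.12, adjusted p = 1.1e-04 in limma) and that of *AXR3* by 2.07 (standard error 0.07, adjusted p = 1.0e-04 in limma). Of 10 genes of root cap maturation and death, 5 were bound, *NAC046*, *SMB*, *BRN2*, *PASPA3* and *SCPL48* (odds ratio 2.84, adjusted p = 0.24 over the 12 lists). The ratio was higher for 8 of the 10 and lower for 0, also when adjusted over the list alone, against 18206 higher and 8954 lower of all 37737 genes. It was higher by 1.57 for *SMB* and 1.95 for the cell death protease gene *PASPA3*, whereas *FEZ* (-0.11) and *RNS3* (0.06) did not pass the test. Both were lower without *wox5-1* replicate 2, and *FEZ* also after loess or quantile normalization and with the GC trend removed. *SMB* was not called bound without *wox5-1* replicate 2, nor *SCPL48* without *wox5-1* replicate 1, and *FEZ* was higher by 0.66 in a window of 1 kb. With the summit rule 3 of these genes were bound, and after quantile normalization or in a window of 1 kb 2.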

The overrepresented GO terms in this subset of “paradoxical” WOX5-activated targets include “epidermal cell differentiation” and “developmental maturation” (Fig. EV5A). To mitigate the limitations of GO term annotations, we reviewed published studies to address whether genes assigned to a given term had a confirmed corresponding function. 

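*EXPA7*, a root hair expansin gene, and *ABCB4*, an auxin transporter gene, were bound upstream at different levels. *EXPA7* (AT1G12560) had a WBR on chromosome 1 from 4275751 to 4276560 with a level of 2.47 (5.56-fold), 350 bp upstream of the TSS. *ABCB4* (AT2G47000) had a WBR on chromosome 2 from 19314855 to 19317289 with a level of 3.60 (12.1-fold), 1291 bp upstream. The upstream ratio of *EXPA7* was higher in *p35S:WOX5-GR* by 1.78 (standard error 0.09, adjusted p = 1.4e-04 in limma) and that of *ABCB4* by 2.33 (standard error 0.22, adjusted p = 6.2e-04). All 9 root hair genes had a higher ratio in *p35S:WOX5-GR* (limma, 9 also when adjusted over the list alone), from 0.39 for *LRX1* to 1.79 for *RSL2*, and 5 of them were bound, *EXPA7*, *EXPA18*, *RSL2*, *COBL9* and *RHD2* (odds ratio 3.55, adjusted p = 0.11 over the 12 lists). A higher ratio was common in general, with 18206 higher and 8954 lower of all 37737 genes. In Dataset EV9, 34 of 36 genes of "epidermal cell differentiation" and 30 of 32 of "developmental maturation" were bound, again as chosen by the study. *EXPA7*, *RSL2* and *COBL9* were not called after loess or quantile normalization, none of the 9 genes was called at a level of 3, and *EXPA7* and *RSL2* were lost when both replicate differences had to pass. In limma, *LRX1* did not pass the test without either *p35S:WOX5-GR* replicate (0.41 and 0.36).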

Two such examples for the terms “epidermal cell differentiation” and “developmental maturation” are *EXPANSIN A7* (*EXPA7*), which is specifically required for root hair elongation (Lin et al, 2011), and *ATP-BINDING CASSETTE B4* (*ABCB4*), which regulates free IAA levels in the differentiation/maturation zone of the root, crucial for maintaining auxin levels, root differentiation, and growth (Kubes et al, 2012).

**Figure EV5:**
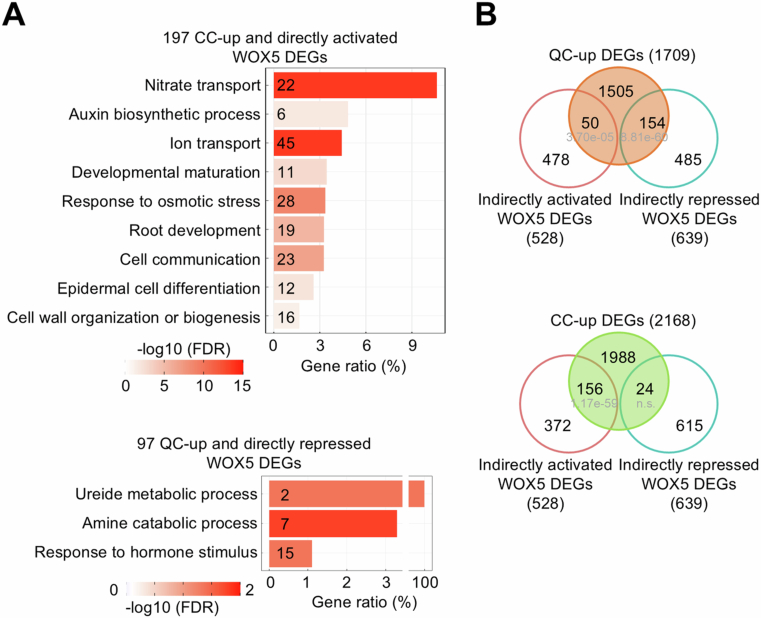
Integrated analysis of QC-up/CC-up DEGs and WOX5 DEGs. (**A**) GO analysis of the “paradoxical” gene subset. The color gradient indicates –log10 (FDR) by Fisher exact test and Yekutieli correction (FDR < 0.05). The number of genes in each term is indicated. (**B**) Venn diagrams of QC-up/CC-up DEGs and indirectly regulated WOX5 DEGs. *P* values indicate the statistical significance of the overlaps by hypergeometric tests.

Importantly, despite the expression levels of this subset of genes being higher in the wild-type QC than in the *wox5-1* mutant, their absolute expression levels were low (Fig. 4E), suggesting that WOX5 only promotes low basal expression levels of these genes. We also observed a similar subset of “paradoxical” indirectly regulated WOX5 DEGs (Fig. EV5B). These results suggest that WOX5 activates a subset of low maturation/differentiation-related transcription levels in the QC.

### Directly activated WOX5 target genes can partially restore QC features

To get first insight into the functional relevance of our data, we selected one representative gene from four interesting GO terms of the directly activated WOX5 DEGs that also display WOX5- increased H3K4me3 levels and chromatin accessibility in the wild-type QC (Table EV6). From the term “nitrate transport,” we selected *C-TERMINALLY ENCODED PEPTIDE RECEPTOR 2* (*CEPR2*), a member of the paradoxical DEGs. 

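*CEPR2* (AT1G72180), which encodes a receptor kinase for C-terminally encoded peptides, had a WBR on chromosome 1 from 27160469 to 27161403, upstream of the gene. Its level of 2.51 (5.70-fold) was below the median of all WBR, and the summit lay 2072 bp upstream of the TSS. Over the 3 kb upstream the mean log2 ratio was 1.91 ± 0.01 (SD, n = 2) in *p35S:WOX5-GR* and -0.13 ± 0.09 (SD, n = 2) in *wox5-1*, with a difference of 2.04 (standard error 0.08, adjusted p = 1.0e-04 in limma). The WBR lies outside a window of 1 kb, and *CEPR2* was not called after quantile normalization or at a level of 3.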

CEPR2 can phosphorylate nitrate transporter NRT1.2 to mediate nitrate uptake signaling (Zhang et al, 2021) and is also involved in upregulating the nitrate transporter genes *NRT1.1*, *NRT2.1*, and *NRT3.1* in response to nitrogen starvation (Tabata et al, 2014). 

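*CESA1* (AT4G32410), a cellulose synthase gene of primary cell walls, had a WBR on chromosome 4 from 15646638 to 15647689 with a level of 3.27 (9.63-fold), 198 bp upstream of the TSS. The mean log2 ratio upstream was 1.25 ± 0.00 in *p35S:WOX5-GR* and -0.14 ± 0.56 in *wox5-1* (SD, n = 2 each), and the difference of 1.39 (standard error 0.26) had an adjusted p of 0.0071 in limma. Of the 10 cellulose synthase genes, 6 were bound, *CESA1* to *CESA6*. The ratio was higher for these 6, with 2.68 for *CESA6*, 1.51 for *CESA5* and 1.37 for *CESA3*, and lower for *CESA8* (-0.28) and *CESA9* (-0.58), while *CESA7* (0.05) and *CESA10* (-0.23) did not pass the test over all genes. When adjusted over the list alone, 6 were higher and 3 lower, with *CESA10* as the added gene. Over all 37737 genes, 18206 were higher and 8954 lower. The share of bound genes had an odds ratio of 4.27 with an adjusted p of 0.058 over the 12 lists. It depended on the setting, from 11.4 (adjusted p = 0.0060) at a level of 3 to 1.34 (adjusted p = 0.76) at a level of 1 and 0.92 (adjusted p = 1) with a symmetric null. *CESA4* and *CESA8* changed sign in a window of 1 kb (-0.048 and 0.12), and *CESA8* did not pass the test without 1 of the *p35S:WOX5-GR* replicates, whichever was left out.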

From “cell wall biogenesis,” we selected *CELLULOSE SYNTHASE 1* (*CESA1*), which promotes pectin synthesis and methyl esterification (Zhang et al, 2022). From “root development/cell communication,” we selected *SGP1*, mainly expressed in cells with limited or null mitotic activity (Bedhomme et al, 2009). 

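*SGP1* (AT5G54840), which encodes a small GTPase, had a long WBR of 37 probes on chromosome 5 from 22276125 to 22280684. Its level was 3.51 (11.4-fold), and the summit lay 1106 bp upstream of the TSS, outside genes. The mean log2 ratio upstream was 2.24 ± 0.03 (SD, n = 2) in *p35S:WOX5-GR* and -0.10 ± 0.31 (SD, n = 2) in *wox5-1*, a difference of 2.34 (standard error 0.16, adjusted p = 2.6e-04 in limma).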

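*ERD14* (AT1G76180), which encodes a dehydrin, had the highest level, 3.89 (14.8-fold), among 26 genes taken from the study's text as its examples. Its WBR of 33 probes lay on chromosome 1 from 28586340 to 28590399, with the summit 438 bp upstream of the TSS, and also covers the upstream region of AT1G76185. The mean log2 ratio upstream was 2.37 ± 0.02 (SD, n = 2) in *p35S:WOX5-GR* and -0.69 ± 0.21 (SD, n = 2) in *wox5-1*, a difference of 3.06 (standard error 0.12, adjusted p = 1.0e-04 in limma).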

Finally, from “osmotic stress/response to stress,” we selected *EARLY RESPONSE TO DEHYDRATION 14* (*ERD14*) that responds to osmotic stress, desiccation, and cold (Alsheikh et al, 2003). First, we confirmed higher signals in the wild-type QC with fluorescent reporter genes than in *wox5-1* for all four candidates, confirming their classification as WOX5-upregulated (Fig. 5A–E). We then tested their relevance for WOX5-mediated regulation of the QC by expressing their coding regions from the *WOX5* promoter in the *wox5-1* mutants. Since WOX5 upregulated many genes in the QC and the contribution of each single gene plausibly might be small, we thus used the *QC184:GUS* reporter gene, which is a faithful readout of WOX5 activity in the QC (Fig. 5F,G) (Sarkar et al, 2007). We found that the expression of *CEPR2*, *ERD14*, and *SGP1* partially restored the *QC184:GUS* signal in the QC of *wox5-1*, whereas *pWOX5:CESA1* did not (Fig. 5H–L). These results suggest that *CEPR2*, *ERD14*, and *SGP1* are functionally relevant WOX5 target genes in at least some aspects of QC regulation.

**Figure 5:**
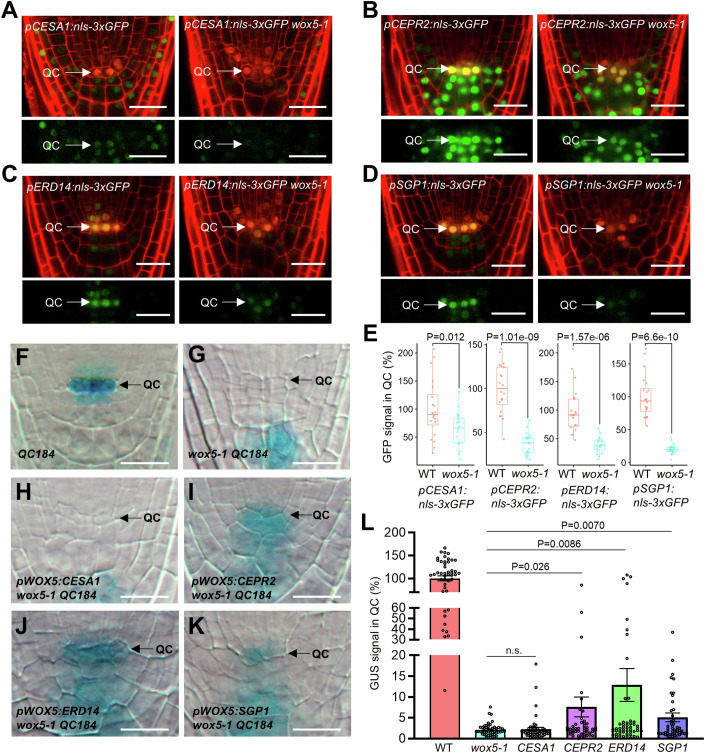
Expression of *CEPR2*, *ERD14*, and *SGP1* partially restores QC activity in *wox5-1.* (**A**–**D**) Expression of the indicated reporter lines in *pWOX5:H2B-tdTomato* or *pWOX5:H2B-tdTomato wox5-1* roots. The lower panels show only the GFP channel. *n* = 20, bars = 20 µm. (**E**) Quantification of GFP signals in the QC of the reporter lines in (**A**–**D**). The mean GFP intensity in the wild-type QC was set to 100%. Each box plot shows the median (inside line), 25–75 percentiles (box bottom to top) and whiskers extending to the minimum and maximum values (excluding outliers). *n* = 20 biological replicates/genotype. *P* values by two-sided Student’s *t* test are shown. (**F–K**) *QC184* GUS signal in roots expressing the indicated transgenes from the *pWOX5* promoter in the *wox5-1* background. *QC184* GUS in wild-type is shown as reference (**F**). Bars = 10 μm. (**L**) Quantification of GUS signals in the QC of the misexpression lines in (**F**–**K**). The mean GUS intensity in the wild-type QC was set to 100%. *n* = 50 biological replicates/genotype. *P* values by two-sided Student’s *t* test are shown. Source data are available online for this figure.

## Discussion

The nature of plant stem cell organizers has remained largely enigmatic. Here, we determine the transcriptional and epigenetic architectures of the root stem cell organizer, the QC, and the function of WOX5 therein. Our results confirm that WOX5 regulates key features of the QC but does so in a broader way than previously known. Furthermore, we reveal unexpected functions of WOX5. Therefore, we propose a novel and broader concept of WOX5 function, including the priming of the QC transcriptome towards mature columella cell fates. In the following, we will discuss the implications of this model for root stem cell niche regulation.

### The nuclear transcriptome as a readout of WOX5 function in the QC

For understanding the transcriptional role of WOX5 in the QC, we have chosen the nuclear transcriptome as the most plausible readout. We note that despite the expected similarities between our nuclear and protoplast-derived transcriptomes, there are also strong differences. Plausibly, the inevitable differences between nuclear and cytoplasmic/cellular transcriptomes due to different mRNA nuclear export or decay rates contribute to these differences (Gaedcke et al, 2022; Palovaara and Weijers, 2019), resulting in a higher nuclear representation of highly dynamic mRNA species, for example, associated with signaling and stress responses (Narsai et al, 2007). In addition, our data suggest that cellular stress and the upregulation of WOX5 triggered by cell wall degradation during protoplast preparation (Birnbaum et al, 2003; Denyer et al, 2019) also contribute. Importantly, we could confirm the majority of DEGs, suggesting that the false positive rate of our approach is low. On the other side, however, we also found evidence that statistical variations between deep sequencing replicates can hamper the recognition of some WOX5-regulated DEGs. Therefore, while the identified DEGs have high confidence levels, we cannot exclude that some WOX5-regulated genes identified by our criteria may have been missed.

### WOX5 affects the chromatin of QC cells

Our previous results suggested that WOX5 represses the transcription of *CDF4* by recruiting an H3K9 deacetylating complex (Pi et al, 2015). Supporting this finding, we detect a significant overlap of WOX5-repressed targets with a decrease of the activating marks H3K9ac and H3K4me3 but with an increase of the repressive mark H3K27me3 in the 3 kb upstream regions. However, a function as a transcriptional activator of WOX5 has not previously been reported, and a different mechanism plausibly must be in place. Indeed, among the WOX5-activated direct target genes, we observed a significant increase of H3K9ac and H3K4me3, as expected for transcriptional activation. We note that the increased H3K4me3 levels could simply be an indirect consequence because WOX5 upregulates the Trithorax group H3K4-methyltransferase *SET DOMAIN GROUP 2* (Yao et al, 2013). On the other hand, it is curious that inhibiting its interaction with TPL/HDA19 renders WOX5 largely inactive, whereas a translational fusion with TPL, at least in part, can restore WOX5 activity (Pi et al, 2015). One possible scenario is, therefore, that the WOX5/TPL/HDA19 complex might have an additional, non-canonical function in transcriptional activation. While such a dual function of the WOX5-associated HDA19 has yet to be defined, it is noteworthy that the related histone deacetylase HDA9 can promote transcription via a process involving the eviction of the H2AZ histone variant (van der Woude et al, 2019). As an alternative hypothesis, WOX5 might reside in alternative protein complexes for transcriptional activation or repression. A similar model has been proposed for the bimodal transcriptional activity of the WOX5 paralog WUSCHEL (WUS), which appears to interact with different sets of transcriptional coregulators to repress or activate transcription in shoot meristem stem cell regulation (Dolzblasz et al, 2016; Ikeda et al, 2009; Leibfried et al, 2005; Yadav et al, 2011; Zhou et al, 2015; Zhou et al, 2018). The different transcriptional modes of WUS appear spatially separated between the organizing center (niche cells) and the shoot meristem stem cells. In contrast to WUS, however, WOX5 would have to interact with different complexes in the same QC cell. Future analysis will address the molecular mechanisms of transcription activation by WOX5.

Notably, we find that WOX5 promotes the establishment of bivalent chromatin domains at a subset of directly activated WOX5 target genes. A phenotypic analysis of root development has been published only for a few examples in this group of genes. The *ABCC4* gene encodes an *Arabidopsis* cytokinin efflux transporter and is crucial in restricting root elongation by controlling the active cytokinin flow (Uragami et al, 2024). The *CESA2* gene encodes a component of a primary cell wall cellulose synthase complex and is essential for maintaining the structural integrity required for root growth (Persson et al, 2007). Bivalent chromatin is thought to maintain genes in a state to quickly respond to activation and repression signals (Bernstein et al, 2006; Macrae et al, 2023; Volker-Albert et al, 2020). Originally, this concept was proposed with activating domains completely embedded in a repressive domain. However, recent studies suggest a broader definition of bivalent chromatin, where activating and repressive domains overlap (Matlik et al, 2023). As a prominent example, the BEND3 transcription factor promotes bivalent chromatin at hundreds of genes in mouse embryonic stem cells (Yakhou et al, 2023). Thus, considering the QC as a stem cell reserve, transcription factors promoting bivalent chromatin in stem cell regulation may be a shared theme between the plant and animal kingdoms.

### WOX5 regulates expected and unexpected pathways

How does WOX5 regulate QC function? Our data reveal that WOX5 has a lesser effect on global transcriptome differences between QC and CC cells but regulates specific key features of the QC, repression of cell divisions, and differentiation and promotion of auxin signaling. In this regard, our data significantly expands previous knowledge of how these features are regulated. For example, previous studies showed that WOX5 promotes QC quiescence by directly repressing the D-type cyclin *CYCD3;3* (Forzani et al, 2014). Here, we show that WOX5 additionally activates the expression of the cyclin-dependent kinase inhibitor genes *KIP-RELATED PROTEIN 1* and *2*, encoding negative regulators of cell division (Verkest et al, 2005), and the repressor of endomitosis *SIAMESE* (*SIM*) (Churchman et al, 2006). Moreover, we found that WOX5 represses the *BOREALIN RELATED INTERACTOR 2* (*BORI2*) gene, which facilitates the segregation of chromosomes during cell division (Komaki et al, 2022). Thus, WOX5 promotes QC mitotic quiescence through multiple cell cycle-related genes.

Likewise, we found that in addition to the published repression of the differentiation gene *CDF4*, WOX5 also represses *HB-8*, which acts as a differentiation-promoting transcription factor of the vascular meristem (Baima et al, 2001). Moreover, our results showed that WOX5 also activates *BBM* and *RGF8*, which play significant roles in the regulation of root stem cell maintenance (Aida et al, 2004; Fernandez et al, 2015), and *QQS*, which represses starch accumulation (Li et al, 2009). In conclusion, the genomic analysis of WOX5 function in the QC revealed that WOX5 directly regulates multiple components of mitotic quiescence and differentiation inhibition.

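Among the WOX5-regulated genes that the study names for cell division, differentiation and auxin signaling, those of cell division were all bound upstream in the main setting and the others in part. *KRP1* and *KRP2*, which encode cyclin-dependent kinase inhibitors, and *SIM* had WBR with levels of 8.57-fold, 5.93-fold and 7.75-fold, at 37, 2731 and 2864 bp upstream of the TSS. Of the 13 CDK inhibitor genes of the KRP and SIM families, 9 were bound (odds ratio 6.40, Fisher's exact test, adjusted p = 0.0071 over the 12 lists), and the upstream ratio was higher in *p35S:WOX5-GR* for 10 and lower for 0 (limma, the same when adjusted over the list alone). Among them *SMR4* had the largest difference, 2.99, and *KRP3* the smallest, 0.02, which was -0.31 with the GC trend removed. *BORI2*, which acts in chromosome segregation, was bound 60 bp upstream at a level of 2.85, and *HB-8*, a differentiation gene of the vascular meristem, 2267 bp upstream at 2.83. The auxin biosynthesis gene *TAA1* was bound at 2.22 by a region with its summit 3232 bp upstream, just beyond the window. No WBR was called upstream of *BBM*, *RGF8*, *QQS* and *HAN*, whose differences were 0.32 (adjusted p = 0.016), 0.17 (adjusted p = 0.18), -0.99 (adjusted p = 5.9e-04) and 0.81 (adjusted p = 0.0013 in limma). Of 14 auxin biosynthesis genes, 4 were bound, *TAA1*, *YUC8*, *YUC9* and *YUC11* (odds ratio 1.14, adjusted p = 0.77), with 11 higher ratios and 1 lower, *YUC10*, also when adjusted over the list alone, of which *YUC1* and *YUC4* were -0.062 and -0.020 with the GC trend removed. Of 13 root stem cell regulators, 4 were bound, *SCR*, *JKD*, *MGP* and *BRAVO* (odds ratio 1.26, adjusted p = 0.77), with 11 higher ratios and 1 lower, *ACR4* (-0.40, but 0.16 in a window of 1 kb), also when adjusted over the list alone. The summits of *JKD* and *MGP* lay outside the 3 kb window, so that 2 were bound under the summit rule, 1, *JKD*, after quantile normalization and 0 at a level of 3. Over 26 genes taken from the study's text as its examples, which it chose in part on these arrays, 21 were bound and 23 had a higher and 2 a lower ratio, also when adjusted over the list alone. The counts of higher and lower ratios in these lists stand against 18206 higher and 8954 lower of all 37737 genes. Without *wox5-1* replicate 2, *BORI2*, *SCR* and *YUC8* were not called bound, nor *YUC11* without *wox5-1* replicate 1, *BBM*, *YUC10* and *ACR4* did not pass the test without 1 of the *p35S:WOX5-GR* replicates, whichever was left out, and without replicate 2 of *p35S:WOX5-GR* 7 auxin genes were higher. The list of CDK inhibitors had an adjusted p of 0.0905 when the summit had to lie in the window, 0.0686 with a symmetric null and 0.784 at a level of 3, where 1 of the 13 was bound (odds ratio 1.42). After quantile normalization 6 of the 13 were bound (odds ratio 5.29), and the WBR of *KRP2* lay outside a window of 1 kb. *TAA1* was lost under the summit rule and in a window of 1 kb, and of the bound auxin genes only *YUC9* was called after loess or quantile normalization, with the GC trend removed and when both replicate differences had to pass.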

On the other hand, we discovered several unexpected WOX5 functions. One unexpected finding is that the GO term “nitrate transport” is one of the most significant networks upregulated by WOX5 in the QC. What could the functional relevance of this regulation be for the QC? Since WOX5 directly upregulates, for example, *CEPR2* and *NTR1.1* expression that promote nitrate uptake (Tabata et al, 2014), one possible scenario is that WOX5 regulates cellular nitrate levels in the QC. Notably, Arabidopsis seedlings grown under low external NO^3-^ levels exhibited a *wox5-1* mutant-like phenotype, suggesting that low external NO^3-^ and compromised WOX5-mediated NO^3-^ uptake may similarly disturb stem cell organizer function. Moreover, external NO^3-^ has been found to affect WOX5 function (Wang et al, 2019), suggesting a positive feedback regulation between WOX5 and nitrate. On the other hand, NRT1.1 also facilitates the uptake of auxin (Krouk et al, 2010), and several studies provide evidence that the uptake of shoot-derived auxin contributes to the auxin response maximum in the QC, which is crucial in maintaining the stem cell niche (Benjamins and Scheres, 2008; Della Rovere et al, 2013; Savina et al, 2020). In agreement with the reduced auxin response maximum in the *wox5-1* QC (Sharma et al, 2024; Tian et al, 2014), one alternative hypothesis is, therefore, that WOX5 promotes auxin import into the QC via NRT1.1, in addition to the previously described upregulation of auxin biosynthesis by WOX5 (Savina et al, 2020; Sharma et al, 2024).

Another unexpected finding of our study is that WOX5 upregulates a group of genes in the QC with higher expression levels in mature root cells, such as CCs. This contrasts the view that the QC represents a quiescence stem cell pool (Dolan et al, 1993; van den Berg et al, 1997). How can these two aspects be reconciled? Notably, the expression levels of the WOX5-promoted maturity genes in the QC are much lower than the expression levels in the corresponding mature cell types. Since the QC does not develop, for example, Casparian stripes typical for the endodermis, although WOX5 promotes the expression of genes regulating Casparian stripes, it is plausible that these expression levels are below the threshold of being functionally effective. Therefore, one hypothesis is that WOX5 primes QC cells toward root cell fates that can be rapidly activated when necessary. Two observations are reminiscent of this model. First, a priming mechanism has been proposed for muscle stem cells (satellite cells). These cells exist in a quiescent state (Schultz et al, 1978) but express low levels of the master regulator of muscle differentiation*, Myogenic determination factor 5* (*Myo5*). Only upon injury the *Myo5* network becomes fully active to regenerate new muscle fibers (Rantanen et al, 1995), and it has been proposed that a low *Myo5* expression is required for this rapid activation (Beauchamp et al, 2000; Ott et al, 1991). Second, WOX5-priming of the QC towards root fates is consistent with the model that the QC serves as a stem cell reserve to replenish root tissue in the case of injury (Matosevich and Efroni, 2021) or to increase root growth with progressive aging (Timilsina et al, 2019; Wein et al, 2020). The low expression level of maturity genes typical for root cell types might thus document a certain commitment of QC cells to produce root tissue. Future studies will be necessary to test this model.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Antibodies**		
Ab-H3K4me3	Merck	17-614
Ab-H3K9ac	Merck	07-352
Ab-H3K27me3	Merck	07-449
IgG	Merck	CS200581
IgG	Cell Signaling Technology	#2729
**Oligonucleotides and other sequence-based reagents**		
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 1)	NEB	E7335S
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 2)	NEB	E7500S
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 3)	NEB	E7710S
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 4)	NEB	E7730S
**Chemicals, enzymes, and other reagents**		
Agencourt AMPure XP magnetic beads	Beckman Coulter	A63881
Agilent High Sensitivity DNA Kit	Agilent	5067-4626
Agilent RNA 6000 Pico Kit	Agilent	5067-1513
Bio-Mag Plus Concanavalin A coated beads	Polysciences Europe	86057-3
Buffer Kit, RNase-free	Thermo Fisher	AM9010
EDTA-free Protease inhibitor cocktail	Roche	05056489001
Illumina Tagment DNA Enzyme and Buffer Small Kit	Illumina	20034197
pA/G MNase	Addgene	#123461
PureLink™ RNA Micro Scale Kit	Thermo Fisher	12183016
NEBNext Single Cell/Low-Input RNA Library Prep Kit for Illumina	NEB	E6420S
NEBNext Ultra II DNA Library Prep Kit for Illumina	NEB	E7645S
RiboLock RNase Inhibitor	Life Technologies	EO0384
RNaseZap™ RNase Decontamination Solution	Thermo fisher	AM9782
SPRIselect Reagent	Beckman	B23317
**Software**		
Bowtie2	Langmead and Salzberg, 2012	https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
ChIPPeakAnno	Zhu et al, 2010	https://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html
Cutadapt	Martin, 2011	https://cutadapt.readthedocs.io/en/stable/
DESeq2	Love et al, 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Galaxy	Afgan et al, 2018	https://usegalaxy.eu
ImageJ	Schneider et al, 2012	https://imagej.net/ij/
Limma	Ritchie et al, 2015	https://bioconductor.org/packages/release/bioc/html/limma.html
MACS2	Feng et al, 2012	https://github.com/macs3-project/MACS/wiki/Install-macs2
pcaExplorer	Marini and Binder, 2019	http://shiny.imbei.uni-mainz.de:3838/pcaExplorer/
PlantGSEA	Yi et al, 2013	http://bioinformatics.cau.edu.cn/PlantGSEA/
R	R-Project	https://www.r-project.org/
Ringo	Toedling et al, 2007	https://www.bioconductor.org/packages//2.7/bioc/html/Ringo.html
STAR	Dobin et al, 2013	https://github.com/alexdobin/STAR
**Other**		
Illumina NovaSeq 6000	Illumina	
S3e Cell Sorter	BIORAD	

### Plant material and growth conditions

*Arabidopsis thaliana* wild-type and *wox5-1* (SALK038262) plants in the Columbia (Col-0) accession were used. *PET111* was kindly provided by Philip Benfey (Duke University). Seeds were surface sterilized, placed at 4 °C for 3 days, and grown on 0.5× MS media, 1% agar without sucrose. Plates were placed vertically in a growth chamber with 16 h of light and 8 h of darkness at 23 °C.

### Transgenic work

All plasmids were propagated using *E. coli* strain DH5α and verified by sequencing. For sorting QC and CC nuclei, the *pWOX5:H2B-tdTomato* and *PET111::H2B-tdTomato* constructs were cloned using the GreenGate system (Lampropoulos et al, 2013). *pWOX5:H2B-tdTomato* constructs were transformed using the floral dip method (Clough and Bent, 1998) into wild-type plants and introgressed into *wox5-1*. *pOp:H2B-tdTomato* constructs were transformed into *PET111::GFP* to express the fluorophore in the CCs nuclei.

ClonExpress MultiS One Step Cloning Kit (Cat. No. C113-02, Absource Diagnostics GmbH) was used to clone *pCESA1, pCEPR2, pERD14*, and *pSGP1* driving *nls-3xGFP* for constructing reporter lines. Promoter lengths were designed to be around 3000 bp unless a different gene was found upstream to avoid the expression of neighboring genes. The constructs were transformed into *pWOX5:H2B-tdTomato wox5-1*/+, and homozygous transgenic, wild-type, and *wox5-1* genotypes were obtained for confocal imaging at the T3 generation.

Misexpression lines were cloned using the ClonExpress MultiS One Step Cloning Kit (Cat. No. C113-02, Absource Diagnostics GmbH). *CESA1*, *CEPR2*, *ERD14*, and *SGP1* CDS were cloned under the *pWOX5* promoter to drive expression in the QC cells. To test GUS expression recovery, the constructs were transformed into *wox5-1 QC184* (Sarkar et al, 2007). Primers for constructs are shown in Table EV7.

### Nuclei isolation and FANS

In all, 5-mm-long root tips of 5-day-old seedlings were collected and ground in liquid nitrogen. FANS was performed as published (Slane and Bayer, 2017) with minor modifications. To release nuclei, samples were incubated for 10 min in nuclei extraction buffer NEB (1% Triton, 0.25 M Sucrose, 10 mM Tris-HCl (pH 8), 10 mM MgCl2, 1× Protease inhibitor cocktail (Sigma-Aldrich), and 1 mM PMSF) at 4 °C. For RNA-Seq experiments, 0.4 U/μl RiboLock RNase Inhibitor (Thermo Fisher) was added to the NEB. The resulting homogenate was filtered through a 40-μm strainer and centrifuged at 2000 × *g* for 10 min at 4 °C. For FANS, nuclei pellets were resuspended in 1 × PBS with 0.5% BSA (0.4 U/μl RiboLock RNase Inhibitor added for RNA-seq) and sorted under Purity mode using the FL1 (525/30 nm-GFP) and FL2 (586/25 nm-tdTomato) filters of the S3e Cell Sorter (BioRad). Positive nuclei visualized in the R2 sorting gate for the tdTomato signal were collected for further experiments.

### GUS assays

Transgenic plants expressing *CEPR2*, *CESA1*, *ERD14*, and *SGP1* CDS under *WOX5* promoter in *wox5-1 QC184* plants were used for GUS staining assays as published (Jefferson et al, 1987) with minor modifications. Root tips of 5 days seedlings were cut and incubated in staining buffer (500 mM NaPO_4_ pH 7.0, 10% Triton X-100, 100 mM K_3_Fe(CN)_6_, 100 mM K_4_[Fe(CN)_6_], 50 mM x-GlcA) at 37 °C for 24 h in dark. Roots were transferred to 70% ethanol and incubated at 37 °C for 1 h. Finally, samples were mounted in chloral hydrate clearing solution containing glycerol and imaged using a Zeiss Axioskop 2 microscope. The staining intensity was measured with ImageJ (Schneider et al, 2012).

### ChIP-Chip assay

The ChIP for identifying WOX5-binding sites was performed as described before (Forzani et al, 2014; Pi et al, 2015) with minor modifications. Two biological replicates were processed for each genotype of *35S:WOX5-GR* and *wox5-1*. Precipitated DNA was eluted with 3 × 100 µL elution buffer (0.1 M glycine, 0.5 M NaCl, 0.05% Tween-20, pH 2.8) and neutralized by adding 50 µL 1 M Tris (pH 9.0) for each elution step (Kaufmann et al, 2010). Proteinase K (Roche) was added to a final concentration of 0.5 mg/mL to elute DNA, which was then incubated at 65 °C overnight. After that, equal amounts of proteinase K were added and incubated at 65 °C for 4 h. DNA was precipitated by adding 2.5× volume of 100% ethanol, 10% sodium acetate (3 M, pH 5.4), and 1 µL glycogen at −20 °C overnight and collected by centrifugation at 13,000 × *g* for 30 min at 4 °C. The pellet was dissolved in 12 to 15 µL H_2_O. 10 µL of ChIP-DNA and 10 ng input DNA were amplified using the WGA2 amplification kit (Sigma-Aldrich). Amplified DNA was purified with the PCR purification kit (Qiagen) and was eluted in 50 µL H_2_O. DNA was labeled and hybridized using SureHyb hybridization chambers according to the Agilent labeling and hybridization protocol (Agilent Mammalian ChIP-on-chip protocol, Version 10.2, 2011).

### ChIP-Chip bioinformatic analysis

ChIP-Chip data was processed using Ringo software (Toedling et al, 2007) and data were analyzed on R version 2.15.1 (http://www.r-project.org), using packages from the Bioconductor project (Gentleman et al, 2004). This study used a high stringency parameter “thresholds = 2, distCutOff = 250, minProbesInRow = 5” to identify ChIP-enriched regions. 

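The number of WBR changed with the threshold. At a level of 1 in place of 2, 12597 regions were called in the direction of WOX5 binding and 5984 in the opposite direction, and at a level of 3, 1409 and 0. A threshold set from a symmetric null around the mode of the smoothed values, as Ringo offers, was 0.72 for binding and 3.82 for the opposite direction, and gave 14541 and 0 regions. With the gap and probe number called standard in the methods, 3 probes and gaps of up to 600 bp, there were 7799 and 63 regions, and with 4 probes 7550 and 43. The WBR of *NRT1.1*, *CLCa*, *ERD14*, *SGP1*, *CESA1*, *CESA2*, *ABCB4*, *ABCC4* and *AXR3* were called under each of these settings, whereas those of *CYCD3;3*, *CDF4*, *KRP1*, *KRP2*, *SIM*, *BORI2*, *HB-8*, *EXPA7* and *CEPR2* were lost at a level of 3. *HAN* was called bound at a level of 1 and with the symmetric null, and *RGF8* with the symmetric null. In simulated differences with the spread of the *wox5-1* replicates, 200 regions were added at each of 3 heights, and the rule found 2 of those with a height of 1.5, 195 of those with 2.5 and all 200 of those with 3.5, with 0 opposite regions. The noise had 1 SD of 0.458 for all probes, and the heights lay on either side of the threshold of 2. The simulation therefore shows how the rule works and does not bear on false regions in the real arrays. Without smoothing there were 6810 regions and 8 opposite ones.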

*CDF4* can be found with stringency setting “thresholds = 2, distCutOff = 250, minProbesInRow = 4”. 

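*CDF4* was called with at least 4 probes and also with at least 5, as its WBR holds 8 probes in both cases. For *CDF4*, Table EV5 of the paper gives a region on chromosome 2 from 14415884 to 14416260 with its summit at 14416134 and a level of 2.31. At that position the smoothed difference was 2.52, and the log2 ratios, each smoothed by its own running median, were 1.85 in *p35S:WOX5-GR* and -0.94 in *wox5-1*. *EXPA7* gained a second region with the lower probe number, from 4274251 to 4274683 on chromosome 1, with 4 probes and a level of 2.22.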

All these parameters are more stringent than the standard ones (“distCutOff = 600, minProbesInRow = 3”) (Toedling et al, 2007). ChIP-Chip peaks were annotated using the annotatePeakInBatch (multiple = TRUE, select = “all”) function in the ChIPPeakAnno package (Zhu et al, 2010). This function allowed for annotating overlapping genomic features for each ChIP peak within the specified genomic region.

### Preparation of RNA-seq libraries, sequencing, and RT-qPCR validation

Five thousand positive nuclei were sorted for each of the four biological replicates and directly sorted in lysis buffer supplemented with β-mercaptoethanol. RNA was extracted with the PureLink® kit (Thermo Fisher). According to the manufacturer’s instructions, RNA-seq libraries were prepared with the NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina® kit (NEB). Overall, 15 PCR cycles were used for cDNA amplification, and 10 were used for library amplification. We selected fragment sizes in the 150–500 bp range with AMPure XP beads (Beckman), and a sharper peak of around 300 bp was visible in an Agilent High Sensitivity DNA assay for all sample libraries. The libraries were then sequenced on an Illumina NovaSeq using 150 bp pair-end reads. For RT-qPCR validation, 5000 positive nuclei were collected from two separate biological replicates and prepared for libraries with the same protocol for RNA-Seq library construction. Primers for RT-qPCR are shown in Table EV7.

### RNA-seq bioinformatic analysis

For RNA-Seq, comparisons were made between wild-type CCs and wild-type QC, and between *wox5-1* and wild-type QC. FASTQ files were processed and analyzed on the European Galaxy server (https://usegalaxy.eu) (Afgan et al, 2018). The quality of raw reads was assessed by fastQC. Paired-end reads were trimmed by Cutadapt (Martin, 2011), cropping “-30 bases” from the end of reads, using “a quality cutoff -q20, minimum length of 20 bp”, and removing Illumina adapters (AGATCGGAAGAG). Trimmed reads were aligned to the TAIR10 genome using RNA STAR (v2.7.6a) (Dobin et al, 2013), and reads were counted by FeatureCounts (Liao et al, 2014) using default parameters. Differentially expressed genes were identified by DESeq2 (v2.11.40.6) (Love et al, 2014).

### Preparation of CUT&RUN libraries and sequencing

Five thousand sorted nuclei for each biological replicate of H3K9ac, H3K4me3, H3K27me3, and IgG were collected in 1x PBS with 0.5% BSA, pelleted at 2000 × *g* for 10 min at 4 °C, and the supernatant was removed. Standard CUT&RUN was performed as described (Skene and Henikoff, 2017) with some modifications. In summary, 10 µl of Bio-Mag Plus Concanavalin A were added to nuclei and incubated for 10 min at room temperature. Blocking was performed with 1.5 mL of blocking buffer for 5 min at room temperature. Ab-H3K9ac (Cat. No. 07-352, Merck), ab-H3K4me3 (Cat. No. 17-614, Merck), ab-H3K27me3 (Cat. No. 07-449, Merck) and IgG (Cat. No. CS200581, Merck, and #2729, Cell Signaling) were added in a concentration of 1:100 and incubated for 2 h at 4 °C. For DNA-protein complex digestion, pA/G MNase purified in our laboratory from plasmid #123461 (Addgene) was added, and samples were incubated for 1 h at 4 °C. Activation of MNase was achieved by incorporating 2 µl 100 mM CaCl_2_ for 30 min at 0 °C. The reaction finished with the addition of 100 µl 2× STOP buffer. Samples were incubated for 10 min at 37 °C, and total DNA was released by the disruption of the nuclei with 2 µl 10% SDS and 2.5 µl proteinase K (20 mg/ml). DNA was extracted by Phenol/Chloroform/Isoamyl alcohol (25:24:1) solution as described (Zheng and Gehring, 2019). Following the manufacturer’s instructions, the library was performed with the NEBNext Ultra II DNA Library Prep Kit for Illumina. In total, 14–15 PCR cycles were used for DNA amplification, and fragments were size selected between 150 and 1000 bp with AMPure XP beads (Beckman). DNA fragment sizes were checked with an Agilent High Sensitivity DNA assay kit, and samples were then sequenced on an Illumina NovaSeq using 150 bp pair-end reads.

### CUT&RUN bioinformatic analysis

For CC and QC CUT&RUN, wild-type CCs and wild-type QC were compared. For *wox5-1* and wild-type QC CUT&RUN, *wox5-1* and wild-type QC were compared. FASTQ files were processed and analyzed on the European Galaxy server (https://usegalaxy.eu) (Afgan et al, 2018). The quality of raw reads was assessed by fastQC. Paired-end reads were trimmed by Cutadapt (Martin, 2011), using a quality “cutoff -q20, minimum length of 20 bp”, and removing Illumina adapters (AGATCGGAAGAG). Trimmed reads were aligned to the *E.coli* genome for the spike-in normalization and to the TAIR10 genome using Bowtie (v2.4.2) (Langmead and Salzberg, 2012) with modifications to allow mapped paired-end reads “up to 700 bp, 10 bp as a minimum, and very-sensitive” parameters. Mitochondrial and chloroplast reads were removed using BamTools Filter with the parameters “isProperPair true, mapQuality ≥20, and -reference! Mt and ! Pt”. PCR duplicates were removed using PicardTools MarkDuplicates. Narrow (H3K9ac and H3K4me3) and broad (H3K27me3) peak calling were performed for individual replicates and pooled replicates using MACS2 (Feng et al, 2012) with a “–nomodel” parameter and IgG files as a control. Then we concatenated all peaks from MACS2 BED files in wild-type and *wox5-1* or CC and QC samples, sorted by chromosome and ascendant start position, and combined the nearby intervals into a single one to use as a GTF input gene annotation file for FeatureCounts (Liao et al, 2014). Differential CUT&RUN peaks were identified by Limma (v3.50.0) (Ritchie et al, 2015) by a cutoff *P*adj <0.05.

### Preparation of ATAC-Seq libraries and sequencing

Ten thousand positive nuclei were collected from each of the three biological replicates. Nuclei were sorted in 1× PBS with 0.5% BSA, pelleted at 2000 × *g* for 10 min at 4 °C, and the supernatant was removed. ATAC-seq was performed using the Illumina Tagment DNA Enzyme and Buffer Small Kit (Illumina). Segmentation was accomplished at 37 °C for 30 min. DNA fragments were purified with Monarch PCR & DNA cleanup kit (NEB). Tagmented DNA was amplified using NEBNext High-Fidelity 2× PCR Master Mix for 10 to 11 cycles, and quality was verified with an Agilent High Sensitivity DNA assay kit. The libraries were sequenced on an Illumina NovaSeq using 150 bp pair-end reads.

### ATAC-seq bioinformatic analysis

For ATAC-Seq, comparisons were made between wild-type CCs and wild-type QC, and between *wox5-1* and wild-type QC. FASTQ files were processed and analyzed on the European Galaxy server (https://usegalaxy.eu) (Afgan et al, 2018). The quality of raw reads was assessed by fastQC. Paired-end reads were trimmed by Cutadapt (Martin, 2011), cropping “-30” bases from the end of reads, using a quality “cutoff -q20, minimum length of 20 bp” and removing Illumina adapters (CTGTCTCTTATA). Trimmed reads were aligned to the TAIR10 genome using Bowtie (v2.4.2) (Langmead and Salzberg, 2012), with modifications to allow mapped paired-end reads “up to 1000 bp, -dovetail and -very-sensitive” parameters. Mitochondrial and chloroplast reads were removed using BamTools Filter with the parameters “isProperPair true, mapQuality ≥ 20, and -reference !Mt and !Pt”. PCR duplicates were then removed using PicardTools MarkDuplicates. Uniquely mapped reads were “(+ 4 bp/-5 bp) shifted” by ATAC-shift using the alignment Sieve tool from DeepTools2 (Ramírez et al, 2016) and filtered to a “maximum fragment length of 110 bp”. Filtered reads were converted from BAM to BED for peak calling. Narrow peak calling was performed for individual replicates and pooled replicates using MACS2 (Feng et al, 2012) with “a –nomodel, –extsize 200 and -shift 100” to get the peaks around the nucleosomes. Then we concatenated all peaks from MACS2 BED files in wild-type and *wox5-1* or CC and QC samples, sorted by chromosome and ascendant start position, and combined the nearby intervals into a single one to use as a GTF input gene annotation file for FeatureCounts (Liao et al, 2014). Differential peaks were identified by Limma (v3.50.0) (Ritchie et al, 2015) by a cutoff *P*adj <0.05.

### Peaks annotation, PCA, and GO analysis

ATAC-Seq and CUT&RUN peaks were annotated using the annotatePeakInBatch (multiple=TRUE, select = “all”) function in the ChIPPeakAnno package (Zhu et al, 2010). This function allowed for annotating overlapping genomic features for each peak within the specified genomic region. PCAs were generated with pcaExplorer (Marini and Binder, 2019). The published FACS root tissues/cells (Clark et al, 2019; Li et al, 2016) were first normalized to corresponding QC samples and then used for PCA analysis together with FANS data in this study.

The GO enrichment analyses were performed with the PlantGSEA database (Yi et al, 2013), and redundant terms were removed using Revigo with default parameters (Supek et al, 2011).

### Confocal microscopy

Root tips of 5 days seedlings were dissected and mounted in 10 ng/mL propidium iodide (PI) and imaged using a ZEISS LSM700 microscope with 488 nm (GFP) and 555 nm (PI and tdTomato) lasers. We observed that tdTomato (ex 554 nm/em 581 nm) signal localizes the QC bleed-through into the GFP channel. We applied a series of linear algebraic operations to subtract the amount of tdTomato bleed-through in each picture to obtain the corrected GFP signal.

## Supplementary information

Appendix

Peer Review File

Table EV1

Table EV2

Table EV3

Table EV4

Table EV5

Table EV6

Table EV7

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 5

Expanded View Figures

## Data Availability

The ChIP-Chip data generated in this study have been deposited in the GEO database under accession code GSE270459. The RNA-Seq, ATAC-Seq, and histone CUT&RUN data generated in this study have been deposited in the BioProject under BioProject ID PRJNA1127817 and PRJNA1132792. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00302-2.

How the deposited data were processed for this re-analysis (not part of the article)

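ChIP-chip was measured in root tips of *p35S:WOX5-GR* (2 samples) and *wox5-1* (2 samples) after dexamethasone, with 1 two-color Agilent tiling array per sample that carried the ChIP DNA and the input DNA of that sample. ChIP DNA was in Cy3 and input DNA in Cy5 for *p35S:WOX5-GR* and the reverse for *wox5-1*, without a dye swap, and each genotype was scanned on a day of its own. The deposited scanner files hold, per the file headers, intensities that were made with Agilent Feature Extraction 10.7.3.1 by subtracting the background, correcting a multiplicative surface trend in some channels and scaling each channel by 1 linear dye factor. The surface correction was used in both channels of both *p35S:WOX5-GR* arrays, in the Cy3 channel of *wox5-1* replicate 1 and in the Cy5 channel of *wox5-1* replicate 2. The authors' deposited value table holds, as tested on the scanner files, the log10 ratio of Cy5 to Cy3 of the same intensities, rounded to 2 decimals and neither turned to ChIP over input nor centred. The deposited files name an older genome build, but all 947665 nuclear probes were identical to TAIR10.1 at their stated coordinates.

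The main values were the log2 ratio of the processed ChIP intensity to the processed input intensity, without control spots, spots marked as outliers by the scanner software and organelle probes, centred on the median of each array. Marked spots numbered 489 and 3979 on the *p35S:WOX5-GR* arrays and 277 and 222 on the *wox5-1* arrays. In all, 937444 nuclear probes (98.9%) were well above background in both channels of all arrays. Saturation differed by genotype. In the ChIP channel it was 0.102% and 0.105% of the probes for *p35S:WOX5-GR* and 2.86% and 2.83% for *wox5-1*. In the input channel it was 1.42% and 1.33% for *p35S:WOX5-GR* and 0.330% and 0.0850% for *wox5-1*. How this bears on the regions was not tested. Regions were called on the difference of the genotype means with the rule of the Ringo package, written anew in Python since Ringo was not available: a running median over 400 bp on each side of a probe with at least 5 probes, a threshold of 2, at least 5 probes in a row and gaps of at most 250 bp. The same rule with the sign turned gave the regions in the opposite direction. A gene was taken as bound upstream when a region overlapped the 3000 bp upstream of its TSS, among 37737 of 37899 nuclear genes with at least 5 probes there. The genic territory reached from 3000 bp upstream of the TSS to 500 bp downstream of the TTS. Shares were compared by Fisher's exact test, two-sided. Windows and bins were tested with limma 3.58.1 (R 4.3.3) on the 4 arrays, with Benjamini-Hochberg adjustment at 0.05, and bins of 500 bp with at least 3 probes also had to differ by more than 1 on the log2 scale. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

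The groups of activated and repressed DEGs were those of Dataset EV6 and the QC-up DEGs those of Dataset EV2. Only 784 of the 9274 entries of Dataset EV7 and a part of the CC-up list were at hand, so that neither was used in an overlap test. The gene lists, 12 in number, were D-type cyclins, CDK inhibitors, auxin biosynthesis, nitrate transporters, root stem cell regulators, root cap maturation and death, root hair, Casparian strip, cellulose synthases, the TPL/HDA19 co-repressor, light harvesting, and 26 genes taken from the paper's text as its examples. They were fixed, like the comparisons, tests and alternatives unless stated otherwise, before the data were examined, although values in the paper's own tables had been seen. The themes of the lists were chosen for root tips and for functions that the study names, in part from these arrays. Adjusted p-values of bound shares are over the 12 lists. Of 137 listed genes, 136 were found in the annotation, the exception being the identifier listed for *NRT3.2*, and *TPR1* has no probes in its window. Genes named in the text are all genes of these lists, the 10 genes with the largest positive and the 5 with the largest negative difference among those past the test whose *p35S:WOX5-GR* arrays both lie on the same side of both *wox5-1* arrays, and the 5 regions with the highest level. The word TTAATGG and shuffled forms of it were counted within 250 bp of the summits and of 5 control probes per summit.

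Alternatives were normexp on the raw signals (offset 50), loess within arrays, quantile normalization between arrays, removal of the GC trend, the value table, leaving out dim probes, other thresholds, probe numbers, gaps and smoothing widths, each genotype alone, both replicate differences, leaving out each array, a replicate block, eBayes with trend and robust options, a window of 1000 bp, the summit in place of the overlap and protein-coding genes as the background. The removal of a dye effect measured in the input DNA and the averaging of the *p35S:WOX5-GR* arrays were added after the data were seen. With an array left out, limma takes the lone sample of a genotype to vary like the other genotype. Since the replicate numbers do not pair the samples (correlation of deviations -0.00550), the main tests used no block. Limma was also run on simulated windows with independent normal noise of 1 spread per genotype. Of 50 windows each changed by 0.5, 1, 1.5 and 2 on the log2 scale, 0, 36, 45 and 49 were recovered, with 0 false calls among 37737 windows. The simulation held no effect of dye, day of scanning or centring, so that it does not give the rate of false calls in the real arrays. There, 8954 windows were lower in *p35S:WOX5-GR*. With 2 samples per genotype, p-values measure only the spread between these arrays, and the nearly identical *p35S:WOX5-GR* replicates lower that spread.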

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

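The values in this part come from organelle DNA and from genes whose binding the paper's text does not mention, and no test in it was chosen after the result was seen. Plastid DNA, which WOX5-GR is not described to bind, had a median log2 ratio of ChIP to input DNA of -0.42 and -0.20 in *p35S:WOX5-GR* and of -1.59 and -1.98 in *wox5-1*, so that the genotypes differed by 1.47. On plastid probes that were saturated on no array, the medians were -0.52, -0.25, -1.63 and -2.02. Mitochondrial DNA differed by 0.92, with medians of -0.15 and -0.01 in *p35S:WOX5-GR* and -0.95 and -1.04 in *wox5-1*. The highest region, with a level of 4.93, lay on chromosome 3 from 7908477 to 7913277, upstream of the clock gene *TIC* and over the alternative oxidase gene *AOX1A*. At its summit the ratio was 2.83 in *p35S:WOX5-GR* and -2.16 in *wox5-1*, so that a large part of the level came from the low ratio in *wox5-1*. Upstream of *TPL*, which encodes a co-repressor, the difference was 3.25, and its region had a level of 3.74. These signals exceeded those of the control genotype, which is what singled them out.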

How the results depend on the processing

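The settings named here were planned except the removal of the dye effect and the averaging of the *p35S:WOX5-GR* arrays as 1 sample, which were chosen after the data were seen. WBR outnumbered opposite regions under each of them, and activated DEGs were bound more often than repressed DEGs under each that used the *p35S:WOX5-GR* arrays. Outside the range of 1.5 times the main count of 6617 WBR were quantile normalization (3520 WBR, 506 opposite regions, 5265 genes bound), threshold 1 (12597, 5984, 19910), the symmetric null (14541, 0, 23373), threshold 3 (1409, 0, 2087), *p35S:WOX5-GR* alone (4029, 6, 5842) and *wox5-1* alone (26, 1, 11). Opposite regions also numbered 3 with normexp, 9 with the GC trend removed, 29 with the dye effect removed, 43 with 4 probes, 63 with 3 probes and gaps up to 600 bp, 8 without smoothing, 3 where both replicate differences had to pass and between 13 and 50 without one array. WBR numbered 5925 to 7079 without one array. The genic share of the summits was 94.9671% at threshold 1, 95.0416% with the symmetric null and 100% for *wox5-1* alone. Each was above the share of the probes. For *wox5-1* alone the odds ratio was 0 for activated, repressed and QC-up DEGs and for the word TTAATGG, and the adjusted p was 1 for CDK inhibitors, nitrate transporters and the genes taken from the paper. At threshold 3 the odds ratio was 1.27 for repressed DEGs, 1.16 for TTAATGG and 1.27 for activated DEGs between the highest and lowest level group, all short of the test's threshold, and with the symmetric null repressed DEGs had 1.35 between these groups (p = 0.0081, Fisher's exact test). Without one array the odds ratio ranged from 5.23 to 5.37 for activated and from 1.49 to 1.55 for repressed DEGs.

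The adjusted p of the lists moved across the threshold as follows. CDK inhibitors had 0.0905 with the summit rule, 0.0686 with the symmetric null and 0.784 at threshold 3, but 0.00253 to 0.00921 without one array. Root hair genes had 0.0439 with the dye effect removed, 0.0173 at threshold 1 and 0.0368 to 0.116 without one array, and at threshold 1 Casparian strip genes had 0.0467 and light harvesting genes, bound less often, 0.0219. Cellulose synthases had 0.0247 with the summit rule, 0.0433 with normexp, 0.0196 with loess, 0.0191 with quantile normalization, 0.0259 with the GC trend removed, 0.00598 at threshold 3, 0.0477 without smoothing, 0.0271 for *p35S:WOX5-GR* alone, 0.0110 for both replicate differences and 0.0326 to 0.0669 without one array, but 0.184 against protein-coding genes, 0.183 with 3 probes and gaps up to 600 bp, 0.758 at threshold 1 (odds ratio 1.34) and 1 with the symmetric null (odds ratio 0.92). The co-repressor genes had 0.0247 with the summit rule, 0.0192 in the 1 kb window, 0.0433 with normexp, 0.0196 with loess, 0.0101 with quantile normalization, 0.0259 with the GC trend removed, 0.00704 with the dye effect removed, 0.000268 at threshold 3, 0.0472 without smoothing, 0.0101 for *p35S:WOX5-GR* alone, 0.0110 for both replicate differences and 0.0326 to 0.0563 without one array, but 0.0961 against protein-coding genes, 0.110 at threshold 1 and 0.246 with the symmetric null.

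In limma, 5592 windows and 13095 bins were lower with the *p35S:WOX5-GR* arrays averaged, and lower bins numbered 14067 with loess and 36939 with quantile normalization. Without one array 5562 to 12679 windows and 11977 to 31048 bins were lower. A replicate block gave 18294 higher and 8926 lower windows and changed neither count by more than 1.5 times, and a slide or scan date block was not run, because batch and genotype cannot be told apart. Signs turned for *KRP3* (-0.31), *YUC1* (-0.062) and *YUC4* (-0.020) with the GC trend removed, with or without a block, for *TAR1* (-0.17) with the dye effect removed, and in the 1 kb window for *TAR2* (0.37), *NRT2.5* (-0.40), *ACR4* (0.16), *FEZ* (0.66), *CESA4* (-0.048), *CESA8* (0.12), *LHCB3* (0.19) and *CBL* (0.24). Without one array the difference ranged from -0.15 to 0.20 for *KRP3*, from -0.29 to 0.24 for *YUC7*, from -0.14 to 0.26 for *RNS3*, from -0.38 to 0.15 for *LHCB6* and from -0.26 to 0.22 for *ESB1*, each with its sign turned without 1 of the *wox5-1* arrays. Of the other comparisons of named genes, 2230 kept their direction and their side of the threshold, 109 lost the call and 41 gained it. The causes were not tested. Signals were far above background, and leaving out dim probes gave 6585 WBR and 14 opposite regions.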

Differences from the paper's values

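In the main setting, none of the values that the paper states for measures also computed here differed by more than 1.5 times. Bound upstream were 908 activated DEGs (812 in the paper), 333 repressed DEGs (259) and 113 repressed QC-up DEGs (97). All bound genes numbered 9820, against about 6900 read by eye from a figure. The genic share, 93.7% of the summits against 93%, left little room to differ. Counted by overlap of the whole region, it was 97.49%. At a level of 1, a fold change of 2, the counts of 1248, 656, 203 and 19910 each differed by more than 1.5 times. The methods give a setting with 4 probes as one that finds *CDF4*, and here its region held 8 probes and was also called at 5.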

Other observations

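The largest differences upstream of genes were found at *TIC* (3.59), AT5G03370 (3.53), AT5G53500 (3.47), AT2G44500 (3.43), AT3G03035 (3.41), AT1G76185 (3.39), AT5G27920 (3.39), the gibberellin receptor gene *GID1B* (3.38), AT1G69760 (3.38) and *CYP707A3* (3.37), which acts in the breakdown of abscisic acid. The lowest were AT3G43682 (-1.54), AT4G06590 (-1.53), AT4G06614 (-1.53), AT4G06605 (-1.50) and AT3G32093 (-1.50). After the region at *TIC*, the highest regions were those at *HRS1* (level 4.59), *ATSIK* (4.46), *ECA4* (4.32) and between AT4G35270 and *GLUR2* (4.21). Of the co-repressor genes *TPL*, *TPR2*, *TPR3*, *TPR4* and *HDA19*, all but *HDA19* were bound (4 of 5, odds ratio 11.4, adjusted p = 0.054 over the 12 lists, Fisher's exact test), and all 5 had a higher ratio in limma, also when adjusted over the list alone. *SDG2*, which encodes a histone methyltransferase, was bound at a level of 2.24 but not without *p35S:WOX5-GR* replicate 2 or *wox5-1* replicate 2, and *CBL* was not bound (-0.46, and 0.24 in the 1 kb window). Of 10 Casparian strip genes, 3 were bound, *PER64*, *SGN3* and *SGN1* (adjusted p = 0.77), but 5 without *p35S:WOX5-GR* replicate 1 (odds ratio 2.85) and 1, *SGN3*, after loess or quantile normalization, with the GC trend removed and when both replicate differences had to pass. *SGN1* was also not called without 1 of the *wox5-1* arrays, whichever was left out. Of the 10 genes, 8 had a higher and 1, *CASP2* (-0.76), a lower ratio, also when adjusted over the list alone. For comparison with the counts of each list, 18206 of all 37737 genes were higher and 8954 lower in limma. Of 10 light harvesting genes, expressed in shoots and listed as a control, 1 was bound, *LHCB4.1* (odds ratio 0.32, adjusted p = 0.71), and 2 had a higher and 4 a lower ratio, also when adjusted over the list alone, with *LHCB3* changing sign in the 1 kb window (0.19), where 0 were lower, and with 1 lower without *p35S:WOX5-GR* replicate 1, 2 without *p35S:WOX5-GR* replicate 2 and 6 without *wox5-1* replicate 1.

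Among the tests of this part, only that of GC content as the whole cause was chosen after the result was seen. The word TTAATGG occurred at 10.8% of the summits and 9.39% of control probes (odds ratio 1.17, Fisher's exact p = 5.2e-04), but its shuffled form GTATAGT had the same odds ratio of 1.17 (p = 0.0027) and its shuffled form AGTTGTA one of 0.93 (p = 0.16). Of 2080 words of 6 bases, CACGTG had the lowest p on chromosomes 1 to 3 (odds ratio 3.66, p = 4.4e-51, Fisher's exact test), against probes of equal GC content and place in the annotation. On chromosomes 4 and 5, which were not used to choose it, CACGTG occurred at 6.42% of the summits and 2.09% of the controls (odds ratio 3.22, 95% interval 2.64 to 3.92). With controls matched also for the distance to the nearest TSS the odds ratio was 2.82 (2.32 to 3.41), which argues against closeness to the TSS as the reason. A candidate explanation is that DNA with this word, the G-box core, is bound more often, as a hypothesis from the same arrays. The odds ratio of activated DEGs between the highest and lowest level group, 2.84, had an interval above 1, as a dependence of activation on the level would need, but it was 1.83 with the GC trend removed, 1.60 after quantile normalization and 1.27 at threshold 3.

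More WBR than opposite regions were found. A dye effect of single probes, measured in the input DNA, would explain a median share of -6.06% of the level at the summits (quartiles -12.0% to -0.108%), which argues against it. With the GC trend of each array removed, 5568 WBR and 9 opposite regions were left, so that GC content is not the whole cause, but 78.1% of the WBR still held a region, too few to exclude a part for it. The correlation of the ratio with GC content was -0.0853 and -0.112 in *p35S:WOX5-GR* and 0.313 and 0.389 in *wox5-1*. Genotype, day of scanning and any dye effect limited to ChIP DNA cannot be told apart here.

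Activated DEGs had longer intergenic DNA upstream than repressed DEGs (medians 1187.5 and 586.5 bp) and a lower GC share in the window (0.334 and 0.355). Within 10 classes of intergenic length the Mantel-Haenszel odds ratio of being bound was 2.69 (2.25 to 3.22), and within 10 classes of GC share 2.84 (2.37 to 3.39). Neither feature therefore accounts for the whole difference, and how the expression level of the genes bears on it was not tested.

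Extra copies of the *WOX5* coding sequence in *p35S:WOX5-GR* were looked for in the input DNA. The difference over *WOX5* coding exons, -0.11, lay at percentile 22.1 of windows of as many probes, whose upper 2.5% began at 0.318. It rests on only 2 probes, and the design of the transgene was not tested.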
